# Similarity and dissimilarity in alterations of the gene expression profile associated with inhalational anesthesia between sevoflurane and desflurane

**DOI:** 10.1371/journal.pone.0298264

**Published:** 2024-03-28

**Authors:** Takehiro Nogi, Kousuke Uranishi, Ayumu Suzuki, Masataka Hirasaki, Tina Nakamura, Tomiei Kazama, Hiroshi Nagasaka, Akihiko Okuda, Tsutomu Mieda

## Abstract

Although sevoflurane is one of the most commonly used inhalational anesthetic agents, the popularity of desflurane is increasing to a level similar to that of sevoflurane. Inhalational anesthesia generally activates and represses the expression of genes related to xenobiotic metabolism and immune response, respectively. However, there has been no comprehensive comparison of the effects of sevoflurane and desflurane on the expression of these genes. Thus, we used a next-generation sequencing method to compare alterations in the global gene expression profiles in the livers of rats subjected to inhalational anesthesia by sevoflurane or desflurane. Our bioinformatics analyses revealed that sevoflurane and, to a greater extent, desflurane significantly activated genes related to xenobiotic metabolism. Our analyses also revealed that both anesthetic agents, especially sevoflurane, downregulated many genes related to immune response.

## Introduction

Inhalational anesthesia using halogenated anesthetic agents is a common method of inducing general anesthesia [1,2]. Sevoflurane is currently one of the most commonly used inhalational anesthetic agents because of its numerous beneficial characteristics in the clinic [3,4]. For example, sevoflurane is extremely refractory to being dissolved in the blood, leading to its elimination from the lung as vapor [5,6]. Furthermore, sevoflurane, unlike other halogenated anesthetic agents, does not produce trifluoroacetic acid, which induces severe hepatic injury [7,8]. Despite this, desflurane, another halogenated anesthetic agent, is rapidly gaining popularity, and the prevalence of inhalational anesthesia using desflurane is approaching that of sevoflurane. Although desflurane has some disadvantages, including causing respiratory tract irritation [9–13], an obvious advantage of its clinical use is the relatively rapid induction of an anesthetic state upon its administration and the rapid recovery of patients from that state after the cessation of its supply compared with other anesthetic agents [14–19]. These effects of desflurane are related to its marked low solubility in the blood, which is lower than that of sevoflurane [6,20,21]. An additional notable characteristic of desflurane is its extreme resistance to degradation and biotransformation [6,22–24], further elevating its safety level for clinical use. Thus, sevoflurane and desflurane have beneficial features as inhalational anesthetic agents.

To date, several studies have demonstrated that inhalation anesthesia is associated with the transcriptional activation of genes related to xenobiotic metabolism [25,26]. In addition, inhalation anesthesia reduces the expression of immune response-related genes [27–29]. However, whether these anesthetic agents have different influences on these genes is unknown. In this study, we addressed this question by comparing alterations in the global gene expression profiles of livers from rats subjected to inhalational anesthesia with desflurane or sevoflurane. Consistent with a previous report, we found that inducing general anesthesia with sevoflurane led to significant activation of genes related to xenobiotic metabolizing enzymes [25,26]. We also found that desflurane activated these genes more prominently than sevoflurane. Furthermore, our data revealed that sevoflurane and desflurane downregulated many genes related to immune response, and that the repressive effect of sevoflurane on these genes was more profound than that of desflurane.

## Materials and methods

### Animal experiments

Male Wistar rats (6 weeks old, 140–160 g body weight) purchased from Japan SLC Inc. (Hamamatsu, Japan) were housed in plastic cages with free access to food and water at 23°C under controlled lighting (12:12-hour light/dark cycle: lights on at 7:00 AM) for at least 1 week to acclimatize. Rats were deprived of food and water for 2 hours prior to experimentation and then subjected to inhalational anesthesia via nose cones using sevoflurane (4.5% gas-air mixture) [25] or desflurane (6.0% gas-air mixture) [23] with a 3 L/min flow of 50% oxygen. During anesthesia, rats were allowed to breathe spontaneously, and the value of saturation of percutaneous oxgen measured using a pulse oximeter through the lower extremities of rats was strictly controlled so as not to drop below 98%. In addition, the body temperatures of anesthetized rats were maintained at 36.5–37.5°C. After 6 hours, the rats subjected to inhalational anesthesia with sevoflurane or desflurane were sacrificed by decapitation, and the left lateral lobe of the liver was quickly isolated from each rat. Then, a portion of each liver was immersed in RNA later after rinsing with phosphate-buffered saline, and stored at 4°C. For control rat livers, rats subjected to inhalational anesthesia with sevoflurane or desflurane were immediately sacrificed after the loss of consciousness, and liver specimens were prepared and stored as described above. All rats, including those used as controls, were sacrificed at approximately 3:00 PM to avoid the effect of differences in the circadian rhythm phase on gene expression. The protocol for these experiments was approved by the Institutional Review Board on the Ethics of Saitama Medical University (permission numbers 3301, 3547, and 3796).

### RNA preparation and reverse transcription

Total RNAs were prepared from the livers of rats subjected to inhalational anesthesia with sevoflurane or desflurane for 6 hours or less than 1 minute using an RNeasy Midi Kit (Qiagen, Venlo, Netherlands) according to the manufacturer’s instructions. RNAs were then used to obtain cDNAs by reverse transcription as described previously [30].

### Quantitative PCR

cDNAs obtained by reverse transcription were used for quantitative PCR (qPCR) using the following TaqMan probes. *Cyp2b1*: Rn01457880_m1; *Por*: Rn00580820_m1; *Alas1*: Rn00577936_m1; *Irf1*: Rn01456791_m1; *Mx2*: Rn01444341_m1; *Ccl6*: Rn01456400_m1; *Il33*: Rn01759835_m1; and *Gapdh*: Rn01775763_g1. qPCR was performed in triplicate using livers from 12 rats (3 rat livers for each condition), and the results were normalized to *Gapdh* expression levels.

### RNA sequencing

The integrity of total RNA was checked using 4200 TapeStation (Agilent Technologies) before generating the library. Libraries were prepared with total RNAs from four samples (N = 1 for each condition) using a Stranded Total RNA Prep, Ligation with Ribo-Zero Plus Kit (Illumina, San Diego, CA) according to the manufacturer’s instructions. RNA sequencing was performed on a NovoSeq 6000 system (Illumina, Albany, NY), by paired-end 101 bp reads, with 40–60 M reads for each sample. Sequence reads were trimmed to remove low-quality sequences and adapter sequences using sickle 1.33 (parameter -q 30 -l 20). Trimmed reads were then mapped to the rn6 reference genome using HISAT2 (version 2.1.0) with default parameters. The mapped reads were sorted using SAMtools (version 1.10). After removing small RNA genes whose lengths were equal to or shorter than 200 base pairs from the gene list of the Genomic Annotation Resource (https://hgdownload.soe.ucsc.edu/goldenPath/rn6/bigZips/genes/rn6.refGene.gtf.gz), the gene transfer format was used for read count extraction and normalization by StringTie (version 2.1.2). To identify genes activated by sevoflurane or desflurane, genes whose values of transcripts per kilobase million (TPM) were higher than two in the anesthetized state were selected from the list. Then, genes whose TPM values in the anesthetized state were more than 2-fold higher than those obtained from respective control rats were selected. Likewise, genes whose TPM values were higher than two in the control state were used as the starting list to identify genes repressed by anesthesia.

### Gene ontology and gene set enrichment analyses

Gene Ontology (GO) analysis was performed using DAVID web tools (http://david.abcc.ncifcrf.gov). Gene Set Enrichment Analysis (GSEA) [31] was conducted according to the method described on the GSEA homepage (http://www.gsea-msigdb.org/gsea/index.jsp) using three different platforms of gene sets, “biological process of Gene Ontology”, “Kyoto Encyclopedia of Genes and Genome”, and “Reactome Pathway Database”.

### Statistical analysis

All data from qPCR were subjected to the Student’s *t*-test (two-tailed) to examine statistical significance. The following marks were used to indicate the extent of statistical significance: ***, *P*<0.001; **, *P*<0.01; *, *P*<0.05; NS (not significant), *P*>0.05.

## Results

### Genome-wide expression analyses of livers from rats subjected to inhalational anesthesia

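Liver RNA from 4 rats was sequenced, with 1 rat for each condition. The rats inhaled 4.5% sevoflurane or 6.0% desflurane in a 3 L/min flow of 50% oxygen, either for 6 hours or for less than 1 minute as the control of the same agent. With 1 library per condition, no difference between conditions has a replicate check, and no p-values were calculated. The paper names the Stranded Total RNA Prep, Ligation with Ribo-Zero Plus Kit for the libraries, whereas the labels of the samples name another Illumina kit, TruSeq Stranded Total RNA Gold. The authors trimmed the paired-end 101 bp reads, mapped them to the rn6 genome, and used StringTie to produce a table of TPM, FPKM, and average coverage per gene for each library. The deposited tables held between 17915 and 17942 rows of annotated genes per library, in addition to rows for transcripts assembled by StringTie. The median ratio of FPKM to coverage, shared by 96.3% to 96.5% of annotated rows with a coverage higher than 1, corresponded to 4.59 Gb of aligned sequence in the sevoflurane control, 4.47 Gb after 6 hours of sevoflurane, 5.40 Gb in the desflurane control, and 5.13 Gb after 6 hours of desflurane. In reads of 101 bp, these were 45.4 M, 44.3 M, 53.5 M, and 50.8 M, compared with 40–60 M reads stated in the paper. Genes with TPM values between 1 and 4 had a median coverage of 4.07, 3.69, 4.21, and 3.74 in the same order. Read counts per gene were not used here, and counting intervals were therefore not calculated. Rows of 200 base pairs or shorter were removed and the TPM values of rows with the same gene symbol were summed, which left 16992 genes. Genes were called upregulated or downregulated when their TPM value was higher than 2 in the higher state and differed more than 2-fold from the respective control. Among the 9136 genes with TPM values higher than 2 in all 4 libraries, the median log2 change was 0.05 with sevoflurane and 0.12 with desflurane, and changes with desflurane are to be read relative to this shift.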

We conducted comprehensive gene expression analyses using next-generation sequencing to compare alterations in the global expression profiles of rat livers caused by the inhalational anesthetic agents sevoflurane and desflurane (S1 Fig). Our data revealed that 201 and 282 genes were transcriptionally activated more than 2-fold by sevoflurane and desflurane, respectively, in which 59 genes were commonly activated by both anesthetic agents (Fig 1A, S1 Table). 

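According to this rule, 218 genes were upregulated by sevoflurane and 275 genes by desflurane, and 59 genes were upregulated by both. Among the 9616 genes that were able to pass with both agents, 194 were upregulated by sevoflurane and 246 by desflurane, and independent lists of these sizes would share 4.96 genes on average. The fold change was between 2 and 2.5 for 105 of the genes upregulated by sevoflurane and for 144 of those upregulated by desflurane. The 2 control livers differed from each other more than 2-fold in 228 genes, with 114 genes in each direction. Libraries simulated as unchanged from the difference between the controls gave a median of 143 upregulated genes against the sevoflurane control and 140 against the desflurane control, with a median of 2 shared genes (range 0 to 9 in 100 draws). The counts depended most on the TPM limit, and they were 1153 and 1365 without it. After median-of-ratios scaling of the TPM values, 193 and 197 genes were upregulated, and the share of upregulated genes among all genes changed by desflurane was 50.1% instead of 65.3%. Among genes with TPM values higher than 2 in both libraries, *Cyp2b1* showed the largest increase with sevoflurane, followed by *Cyp2b2* (12.3-fold), *Fgf21* (9.97-fold), *Wfdc21* (8.16-fold), and *Gadd45b* (7.54-fold). With desflurane, *Cyp2b1* was followed by *Upp2* (26.3-fold), *Igfbp1* (17.2-fold), *Zfp354a* (10.8-fold), and *Rgs16* (8.85-fold). *Cyp2b1* and *Cyp2b2* are near-identical paralogs whose reads could have been split, so their separate values are uncertain. The TPM value of *Wfdc21* was 3.17 in the sevoflurane control and 107 in the desflurane control, and its direction with sevoflurane was reversed when the control of the other agent was used. The same change of control reversed the direction of *Upp2* with sevoflurane, but not its increase with desflurane.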

Next, these upregulated gene sets were assigned to GO classification to correlate gene expression changes with overall molecular functions. These analyses yielded 3 and 14 specific GO terms related to sevoflurane (Fig 1B) and desflurane (Fig 1C), respectively, whose *p*-values were less than 10^−3^. As expected, two GO terms related to the response to drug treatment (marked in green and pink) were obtained by sevoflurane and desflurane treatments, although desflurane had a higher statistical significance than sevoflurane. 

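The gene set of the GO term was not used here, and the genes of drug-metabolizing enzyme families were examined instead. This list was fixed by gene symbol before the data were examined and covers the Cyp1 to Cyp3, Ugt, Gst, Sult, Fmo, Aldh, Ces, Ephx, and Adh families with related enzymes, transporters, and regulators, 142 genes in all. Sevoflurane upregulated 10 of these genes and desflurane upregulated 21. The median log2 change, calculated after adding 1 to the TPM values, was 0.02 with sevoflurane and 0.24 with desflurane. Among 10000 random lists of the same size and matched mean expression, these medians were at percentiles 80.1 and 100. Many members are close paralogs that share reads. After median-of-ratios scaling, the median with desflurane was 0.13 with 17 genes upregulated, and sevoflurane upregulated 10 genes as before. With the control of the other agent, sevoflurane upregulated 15 genes and desflurane 17, with median log2 changes of 0.13 and 0.15. After 6 hours, the desflurane library differed from the sevoflurane library by a median of 0.04, at percentile 40.8 of random lists. In this comparison, 76 genes were higher with desflurane and 61 were lower.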

One-on-one comparisons with a heat map revealed that genes activated by inhalation anesthesia among the members constituting the GO term “response to xenobiotic stimulus” did not overlap much between the sevoflurane and desflurane groups (Fig 1D). However, unexpectedly, regression analysis suggested a high correlation (R2 = 0.9371) between these two groups (S2A Fig, upper panel), even though a substantial number of genes were activated specifically by sevoflurane or desflurane. 

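The heatmap in Fig 1D prints 34 genes, and all of them were upregulated by at least 1 agent in the deposited TPM values. Among them, 18 genes were upregulated by sevoflurane and 24 by desflurane, of which 8 genes were shared. The shared genes were *Cyp2b1*, *Por*, *Alas1*, *Cyp17a1*, *Igfbp2*, *Cpt1a*, *Asl*, and *Abcb1a*. Sevoflurane alone upregulated 10 genes and desflurane alone upregulated 16. *Arg1* and *Coq7*, which passed with sevoflurane, were 1.97-fold higher with desflurane, and *Plin2*, which passed with desflurane, was 1.94-fold higher with sevoflurane. Fold changes were below 1 for 6 of the 34 genes with sevoflurane and for 5 others with desflurane, and 3 of these genes passed the 2-fold limit in opposite directions. *Lcn2* and *Cyp4a2* were upregulated 3.70-fold and 2.53-fold by sevoflurane and downregulated by desflurane, and *Abcg8* was upregulated 2.69-fold by desflurane and downregulated by sevoflurane. With the control of the other agent, *Lcn2* and *Cyp4a2* changed direction with both agents and *Abcg8* changed direction with desflurane.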

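For the 34 genes of Fig 1D, the R2 of the linear fold changes was 0.937 across genes, which are not independent replicates. In this calculation, *Cyp2b1* had fold changes of 91.8 and 67.9, whereas the next largest were 4.46 for *Por* with sevoflurane and 16.6 for *Igfbp2* with desflurane. On a log2 scale, the R2 of the same genes was 0.116. Spearman's rank correlation was -0.12.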

As a possible explanation for this apparent discrepancy, we considered that the profound activation of the *Cyp2b1* gene by both anesthetic agents may skew the proper evaluation of the data. 

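Without *Cyp2b1*, the R2 of the linear fold changes of the remaining genes was 0.000406. The value was 0.0533 with log2 fold changes and 0.287 when the mean of the 2 controls was used for both agents, a setting in which the agents share their control. Leaving out *Igfbp2* as well, a choice made after its value was seen, gave an R2 of 0.0500. R2 has no sign, and Spearman's rank correlation of the 34 genes was -0.12, so low R2 values are not weak agreement. The genes of Fig 1D were all upregulated by at least 1 agent, 10 by sevoflurane alone and 16 by desflurane alone. Such a selection can by itself lower the correlation between the agents.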

Consistent with this notion, the analysis demonstrated no apparent correlation between these two groups in cases where data related to *Cyp2b1* were removed as an outlier from the gene list (S2A Fig, lower panel).

**Fig 1:**
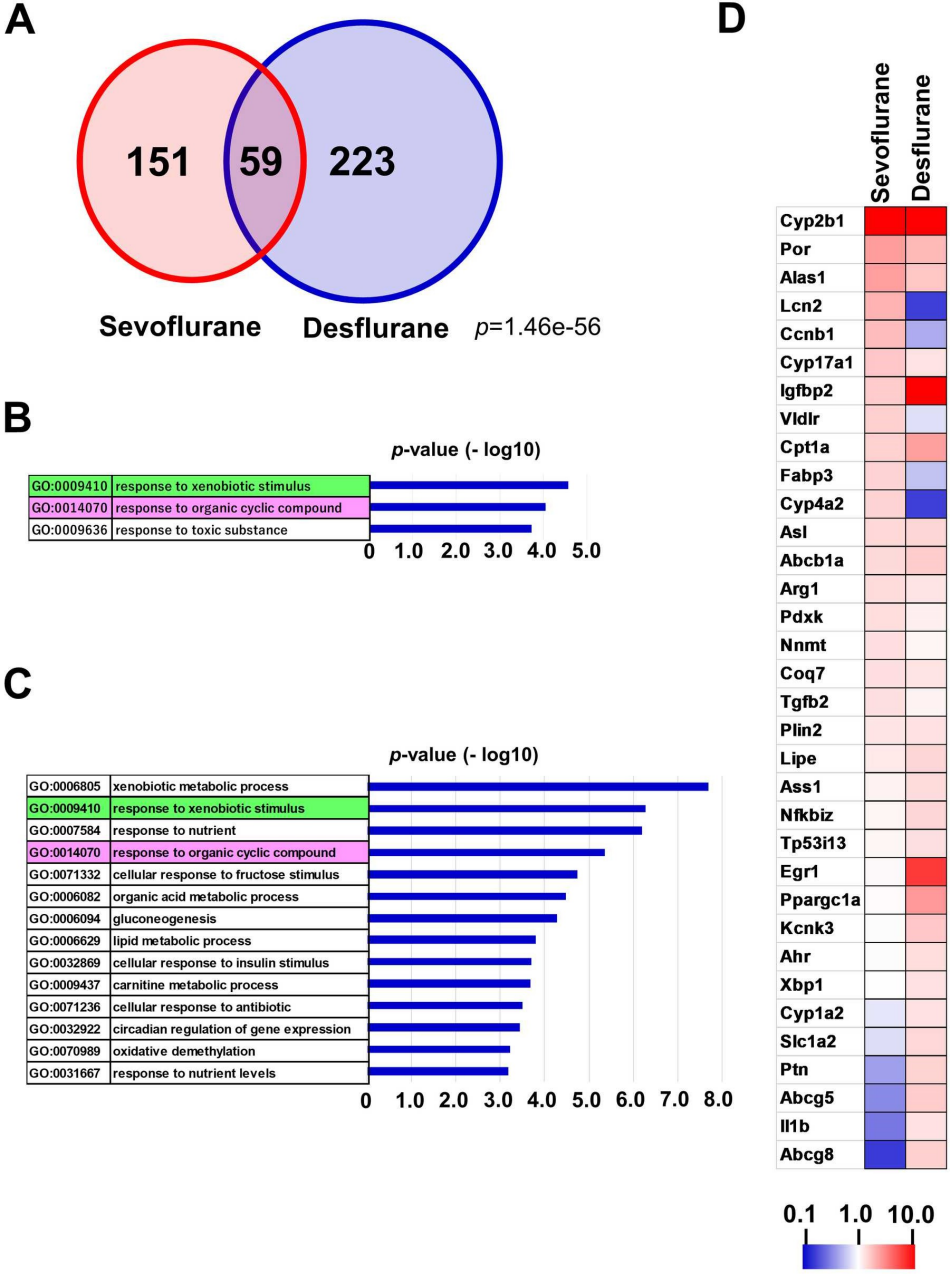
GO analyses of genes upregulated by inhalational anesthesia. (A) A Venn diagram showing a comparison of genes upregulated more than 2-fold by sevoflurane or desflurane. *P*-value for the significance of the overlap between two gene sets was calculated by a hypergeometric test. Lists of these genes are provided using their official gene symbols in S1 Table. (B, C) Genes whose expression was activated more than 2-fold by sevoflurane (B) or desflurane (C) were individually subjected to GO analyses using DAVID web tools (http://david.abcc.ncifcrf.gov). GO terms with a *p*-value less than 10^−3^ were selected and subjected to AmiGo2 analyses (http://amigo.geneontology.org/amigo/landing) to eliminate synonymous terms. GO terms identical between sevoflurane and desflurane treatments were marked in distinct colors (green and pink). (D) Heatmap showing a comparison of altered expression levels of xenobiotic metabolism-related genes activated by sevoflurane and/or desflurane. Genes that contributed to the identification of the GO term “response to xenobiotic stimulus (0009410)” by sevoflurane treatment or desflurane treatment were combined to generate a gene list of the heatmap.

We also conducted analyses for genes downregulated by anesthetic agent treatment (Figs 2A and S1, S1 Table). Compared with the upregulated genes, genes downregulated more than 2-fold than their respective controls showed less intensive overlap between the two anesthetic agents. 

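In the deposited TPM values, 322 genes were downregulated by sevoflurane and 146 genes by desflurane, and 31 genes were downregulated by both. The shared genes were 7.09% of the 437 genes downregulated by either agent, compared with 13.6% of the 434 upregulated genes. Among the 9616 genes that were able to pass with both agents, 278 were downregulated by sevoflurane and 127 by desflurane, and independent lists of these sizes would share 3.67 genes on average. Unchanged libraries simulated as for the upregulated genes gave a median of 100 downregulated genes against the sevoflurane control and 95.5 against the desflurane control, and shared between 0 and 2. When the mean of the 2 controls was used for both agents, 252 and 135 genes were downregulated and 65 were shared, although a common control by itself adds shared genes. Under the same setting, 175 and 207 genes were upregulated by sevoflurane and desflurane, and 70 were shared. Among genes with TPM values higher than 2 in both libraries, *RGD1309362* showed the largest decrease with sevoflurane (35.2-fold), followed by *MGC108823* (8.98-fold), *Gadd45g* (8.36-fold), *Cfap126* (7.01-fold), and *Gbp2* (6.55-fold). With desflurane, the largest decreases were those of *Gadd45g* (40.1-fold), *Hamp* (29.4-fold), *Wfdc21* (16.6-fold), *Cish* (8.34-fold), and *Slc34a2* (6.27-fold). *Wfdc21* was 2.03-fold higher with desflurane when compared with the sevoflurane control. All 15 protocadherin alpha genes were downregulated by sevoflurane, but 14 of them had TPM values between 3.20 and 3.48 in the sevoflurane control, and whether they are separate measurements was not tested. The 6 hour sevoflurane library listed 5 of its downregulated genes at 0. These were *Ctrb1*, *Pnlip*, *Prss1*, *Prss3*, and *RGD1562844*, named here after their values were seen, and all but the last encode pancreatic enzymes.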

GO analyses of these downregulated gene sets yielded 17 and 5 specific GO terms related to sevoflurane (Fig 2B) and desflurane (Fig 2C), respectively, whose *p*-values were less than 10^−3^. Consistent with the less intensive overlap between sevoflurane and desflurane with respect to downregulated genes, no common GO term was obtained. Notably, many of the GO terms associated with sevoflurane were related to immunological reaction (indicated by red letters). Because this finding most probably reflects the repression of immune response-related genes in blood cells, such as lymphocytes that were included in the liver samples, these results indicate that immunological response may be impaired by sevoflurane treatment. 

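Lists of marker genes for immune cells and immune reactions were fixed before the data were examined, but after S1 Table had been seen. Sevoflurane downregulated 27 of 49 interferon response genes, with a median log2 change of -0.95. It also downregulated 7 of 10 MHC class II genes, 8 of 21 macrophage genes, 7 of 26 genes of T and NK cells, 4 of 11 B cell genes, and 3 of 12 genes expressed by all leukocytes. The median log2 changes of these lists were -1.30, -0.84, -0.31, -0.58, and -0.66, respectively. None of 10000 random lists matched on mean expression had a lower median than any of these 6 lists. The desflurane control relative to the sevoflurane control was also at percentile 0 for interferon response, MHC class II, macrophage, and leukocyte genes. It was at 0.02 for T and NK cells and 3.485 for B cells. These medians between the controls were smaller in size, from -0.17 to -0.69. The percentiles therefore do not separate an effect of sevoflurane from variation between single livers. S1 Table contains 29 of the interferon response genes and 7 of the MHC class II genes, so these lists are not independent of the genes in the paper. The most abundant MHC class II gene, *Cd74*, had TPM values of 364 in the control and 111 after 6 hours of sevoflurane. The most abundant macrophage genes were *C1qc*, which decreased from 190 to 124, and *Clec4f*, a Kupffer cell gene, which decreased from 121 to 76.5. The 8 neutrophil genes, of which 1 had a mean TPM value higher than 1, showed a median of -0.01. The medians of hepatocyte and endothelial genes were -0.08 and -0.04. All 6 immune medians stayed below 0 when the desflurane control was used, but they were smaller in size and reached -0.54 for interferon response and -0.56 for MHC class II genes.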

Unlike sevoflurane treatment, no apparent biological relatedness was evident among five GO terms associated with desflurane treatment, none of which were related to immune response, suggesting that desflurane may exert no, or at least less, significant repression of genes related to immune response compared with sevoflurane. 

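Among the same lists, desflurane downregulated 4 of the 49 interferon response genes and 1 of the 26 genes of T and NK cells, and it downregulated none of the MHC class II, macrophage, B cell, and leukocyte genes under the TPM and fold limits of the main rule. The median log2 change of the interferon response genes was -0.34, which was lower than that of all 10000 random lists. The medians were 0.23 for MHC class II, 0.06 for macrophages, 0.02 for T and NK cells, -0.03 for B cells, and -0.02 for all leukocytes, at percentiles 90.6, 23.6, 29.1, 18.4, and 5.66 of the random lists. After median-of-ratios scaling, the macrophage median was -0.07 and the T and NK cell median was -0.03. With the sevoflurane control in place of its own, the desflurane medians were -0.69 for interferon response, -0.43 for MHC class II, -0.50 for B cells, and -0.33 for all leukocytes. Between the controls, 41 of the 49 interferon response genes and all 10 MHC class II genes were lower in the desflurane control. The difference between the agents was not tested, since each has 1 library per state.

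**Figure D1:**
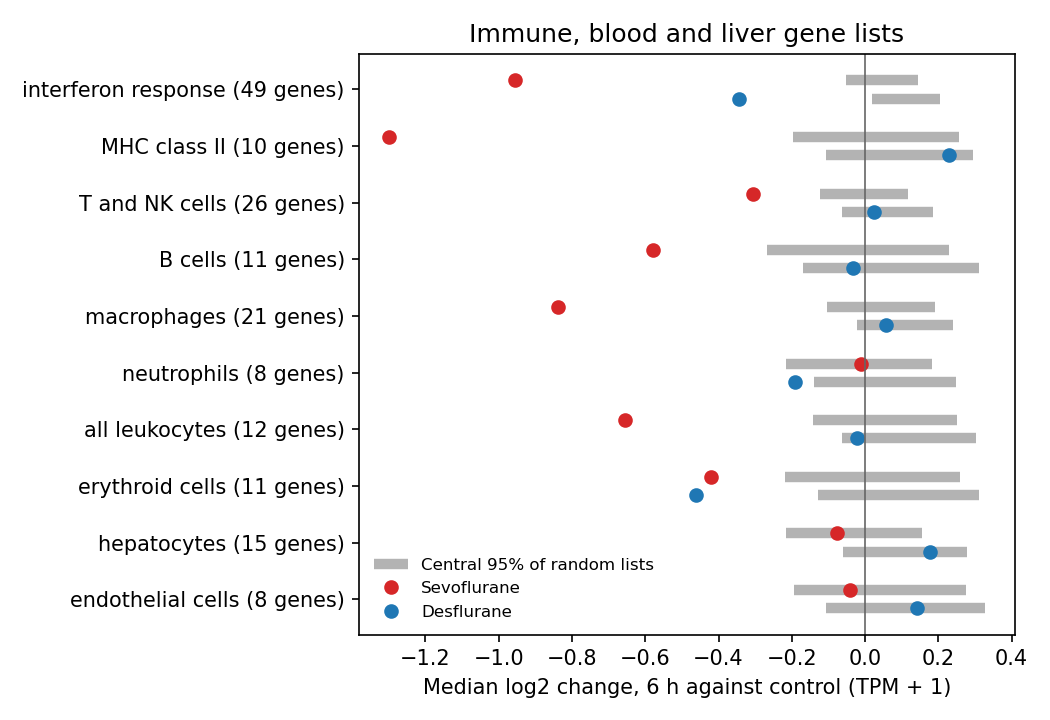
Median log2 change of gene lists after 6 hours of sevoflurane or desflurane relative to the respective control, calculated from TPM values plus 1. Each point is a list with 1 library per condition, and grey bars show the central 95% of medians of 10000 random lists matched on mean expression. The sevoflurane medians of interferon response (-0.95) and MHC class II genes (-1.30) lie left of their bars, and with desflurane the former (-0.34) does and the latter (0.23) does not.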

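The genes that gave rise to the GO term for desflurane were not used here as a list. Among the 142 genes of drug-metabolizing enzyme families, *Aldh1b1* was downregulated by desflurane, with TPM values of 39.3 in the control and 13.3 after 6 hours. It was the only member past the limits among the 39 that were lower with desflurane, and 99 members were higher. Sevoflurane downregulated *Adh1*, *Adh4*, *Adh6*, and *Nr1i3* from this list. These 5 genes were named after their values were seen. Among the xenobiotic response genes printed in Fig 1D, *Lcn2* decreased from 18.5 to 5.92 with desflurane and *Cyp4a2* decreased from 225 to 73.6.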

Unexpectedly, the same GO term, “response to xenobiotic stimuli” (GO:0009410) obtained for genes activated by desflurane and sevoflurane, was also obtained in the analyses of genes downregulated by desflurane, suggesting that inhalation anesthesia with desflurane induces more complex responses in the liver than originally anticipated. Although GO analyses did not provide any indication of the alleviation of immunological responses by desflurane treatment, we manually inspected our RNA sequence data to determine whether expression levels of immunological response-related genes were not affected by desflurane. First, we used a gene set in which genes downregulated more than 2-fold by sevoflurane treatment were selected from among the members of the GO term “defense response to virus” (GO:0051607) for the analysis. A heatmap visualization of gene expression revealed that none of these genes were noticeably activated by desflurane, but many showed reduced expression levels, although the magnitude of downregulation was much less significant compared with that induced by sevoflurane (Fig 2D). Likewise, many genes that contributed to the GO terms “immune response” (GO:0006955) and/or “response to bacterium” (GO:0009617) as sevoflurane treatment-specific terms also had a tendency to be downregulated by desflurane (S3 Fig). These data indicate that the repressing effect of immune response-related genes by inhalation anesthesia was not specific to sevoflurane, but the magnitude of the repressive effect was greater for sevoflurane than desflurane. 

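The 23 genes printed in Fig 2D were all downregulated by sevoflurane, which was the criterion of their selection. With desflurane, 17 of the 23 genes had lower TPM values than in the control, and *Irf1* and *Mx2* passed the 2-fold limit. The remaining 6 genes were higher with desflurane, all by less than 2-fold, and these included *Tlr2* (1.25-fold), *Oas2* and *Ptprc* (both 1.18-fold), and *Tlr7* (1.05-fold). *Il33* was nearly unchanged. The median fold change of the 23 genes was 0.364 with sevoflurane and 0.743 with desflurane. After median-of-ratios scaling, 19 genes were lower with desflurane and 3 passed the 2-fold limit.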

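Of the genes in Fig 2D, 22 of 23 decreased more with sevoflurane than with desflurane relative to the respective controls. In 22 of the 23 genes, the desflurane control was lower than the sevoflurane control, and 20 of the 23 genes were higher after 6 hours of desflurane than after 6 hours of sevoflurane. When each agent was compared with the control of the other agent, the median fold change was 0.501 for sevoflurane and 0.529 for desflurane, 14 of the 23 genes decreased more with sevoflurane, and 11 genes passed the 2-fold limit with each agent. With the mean of the 2 controls, the medians were 0.438 and 0.594, and 20 genes decreased more with sevoflurane. The genes had been selected for their decrease from the sevoflurane control. This by itself favors high values in the sevoflurane control and low values after 6 hours of sevoflurane. Each comparison in this paragraph uses at least 1 of these 2 libraries, so none of them is independent of the selection. From the lower expression with both agents and its magnitude, the paper concludes that repression of immune response-related genes was not specific to sevoflurane and that sevoflurane had the greater effect.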

Although the manual inspection of our RNA-sequence data indicated that sevoflurane as well as desflurane led to the repression of immunological response-related genes, regression analyses revealed that there were no (GO:0051607 and GO:0006955) (S2B and S3A Figs) or weak (GO:0009617) (S3B Fig) correlations in expression changes between sevoflurane and desflurane treatments. These data indicated that, with a few exceptions, genes that were downregulated strongly or weakly by sevoflurane were not downregulated strongly and weakly by desflurane, suggesting that desflurane is not simply an anesthetic agent that downregulates immune-related genes more weakly than sevoflurane.

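For the 23 genes of Fig 2D, the R2 between the linear fold changes of sevoflurane and desflurane was 0.0161, and it was 0.0258 with log2 fold changes. With a pseudocount of 1 TPM, the R2 was 0.133, and with the mean of the 2 controls, which the agents then share, it was 0.141. Spearman's rank correlation across these genes was 0.15. The selection of genes by their decrease with sevoflurane kept all sevoflurane fold changes between 0.115 and 0.494, and this narrow range limits any correlation. The lowest fold change with desflurane was 0.320, for *Mx2*.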

**Fig 2:**
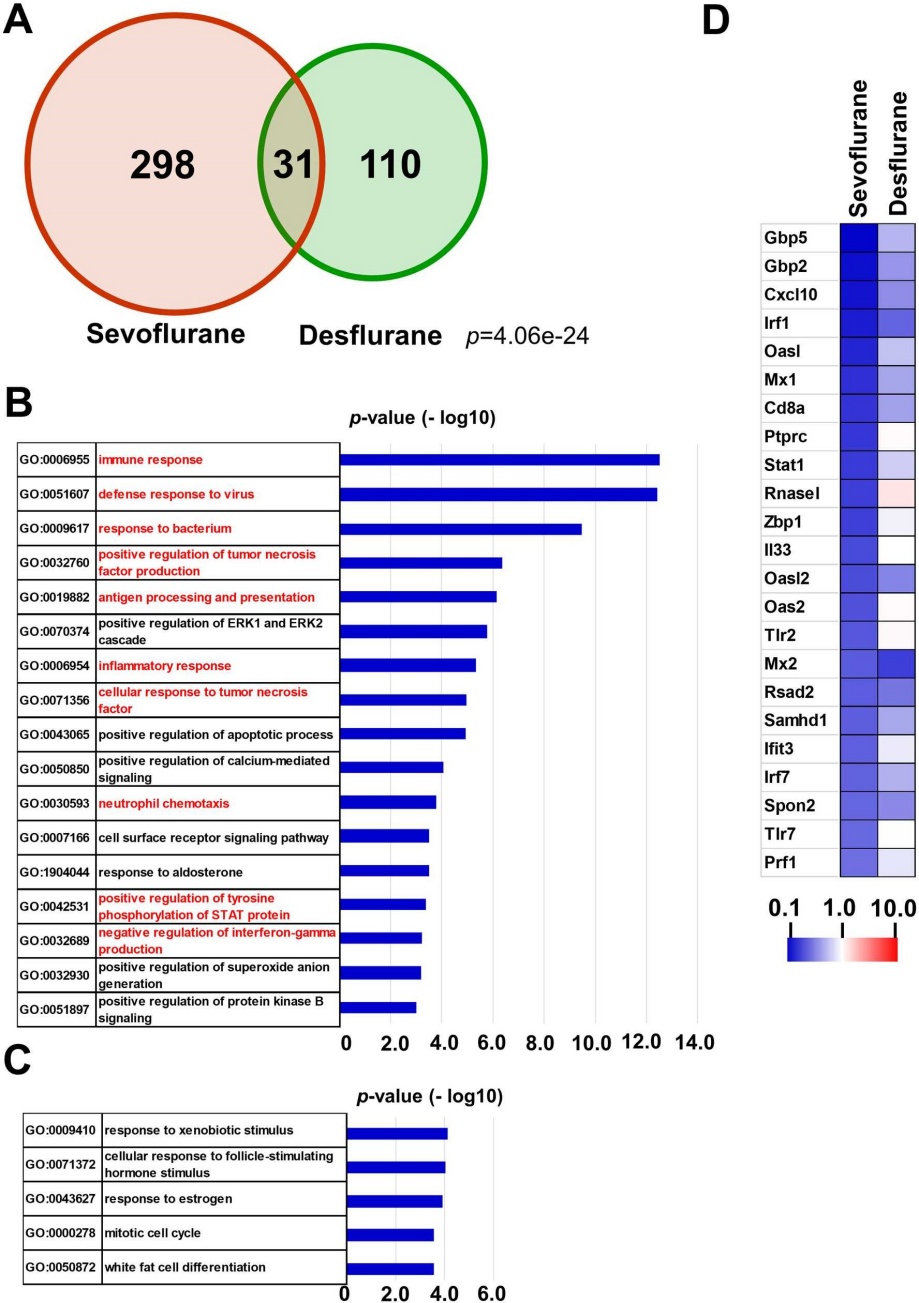
GO analyses of genes downregulated by inhalational anesthesia. (A) A Venn diagram showing a comparison of genes downregulated more than 2-fold by sevoflurane or desflurane. *P*-value for the significance of the overlap between two gene sets was calculated by a hypergeometric test. Lists of these genes are provided using their official gene symbols in S1 Table. (B, C) Genes whose expression was downregulated more than 2-fold by sevoflurane (B) or desflurane (C) were individually subjected to GO analyses as in Fig 1B and 1C. GO terms related to immune response in (B) are indicated in red. (D) Heatmap showing a comparison of alterations in the expression levels of immune response-related genes by sevoflurane (left column) and desflurane (right column). Genes that contributed to the identification of the GO term “defense response to virus (0051607)” as a sevoflurane treatment-specific term were used for the analyses.

### Identification of gene sets coordinately regulated by desflurane and/or sevoflurane via gene set enrichment analysis

In addition to the above GO analyses, we also conducted GSEA to assess similarities and differences in phenotypic changes that occurred in rat livers, including blood cells subjected to inhalational anesthesia by sevoflurane or desflurane (S3 Fig). In the analyses, we used three publicly available databases, “biological process of Gene Ontology”, “Kyoto Encyclopedia of Genes and Genome”, and “Reactome Pathway Database”. First, we found that three gene sets related to xenobiotic metabolism including “DRUG_METABOLISM_CYTOCHROME_P450” were identified as gene sets activated specifically by desflurane treatment (S3A Fig). Of note, none of these gene sets were identified by GSEA using RNAs from the livers of rats in the sevoflurane group, even though such terms were identified by GO analyses. These results indicate that xenobiotic metabolism-related genes may not be as coordinately regulated by sevoflurane compared with desflurane. This notion is consistent with the data shown in Fig 1A and 1B where GO terms related to xenobiotic metabolism were statistically more significant in the desflurane group compared with the sevoflurane group. 

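The KEGG gene set was not used here. Of the 19 leading-edge genes that S2A Table lists for drug metabolism by cytochrome P450, 13 matched a rat symbol in the files by letter case. All 13 genes were higher with desflurane, which follows from their selection in these libraries, and 4 were upregulated more than 2-fold. Their median log2 change was 0.74 with desflurane and -0.28 with sevoflurane, and 9 genes were lower with sevoflurane. For the desflurane control relative to the sevoflurane control, the median of the same genes was -0.53. With the control of the other agent, the medians were 0.10 for desflurane and 0.28 for sevoflurane. After 6 hours, all 13 genes were higher in the desflurane library than in the sevoflurane library, with a median of 0.42. The most abundant gene, *Cyp2e1*, had TPM values of 3361 in the sevoflurane control, 2456 after 6 hours of sevoflurane, 2034 in the desflurane control, and 3299 after 6 hours of desflurane.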

We also found that numerous terms related to immunological reactions were identified in the gene sets downregulated by sevoflurane and desflurane. Of note, some terms, including “CYTOKINE_CYTOKINE_RECEPTOR_INTERACTION” were commonly identified in both groups. However, the effect of sevoflurane treatment appeared to be more profound than desflurane treatment on the basis of the total number of identified terms related to immunological reactions (43 and 15 terms for sevoflurane and desflurane treatments, respectively) and normalized enriched score (NES) (number of terms whose NES values were lower than −2.0 = 31 and 1 for sevoflurane and desflurane treatments, respectively). These findings were consistent with the GO analysis data shown in Fig 2B and 2C, where many and no terms related to immune response were obtained for the sevoflurane and desflurane-treated rat livers, respectively. 

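S2B Table lists 187 leading-edge genes for the adaptive immune response with sevoflurane, of which 172 matched a rat symbol in the files. The genes were selected by the study from these same libraries. With sevoflurane, 170 of the 172 genes were lower and 29 were downregulated more than 2-fold, with a median log2 change of -0.44. With desflurane, 90 of these genes were lower and 77 were higher, and the median was -0.02. This median was at percentile 0 of random lists, so the genes were low relative to genes of similar expression. The desflurane control relative to the sevoflurane control was also at percentile 0, with a median of -0.12. The percentile therefore does not separate an effect of desflurane from variation between single livers. Only 102 of the 172 genes had a mean TPM value higher than 1, and the sevoflurane median of these was -0.64. The most abundant gene was *B2m*, with TPM values of 982 in the sevoflurane control and 637 after 6 hours.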

Fig 3 shows representative snapshots of GSEA showing a tendency for the positive regulation of genes constituting the term “DRUG_METABOLISM_CYTOCHROME_P450” by desflurane treatment (Fig 3A) and the negative regulation of genes constituting the term “ADAPTIVE_IMMUNE_RESPONSE” by sevoflurane treatment (Fig 3B). In addition, Fig 3C shows snapshots of GSEA showing a tendency for the negative regulation of genes constituting the term “CYTOKINE_CYTOKINE_RECEPTOR_INTERACTION”, which was a commonly identified term in the sevoflurane (left panel) and desflurane (right panel) groups. These two snapshots demonstrated that genes constituting this term were subjected to greater negative regulation by sevoflurane than by desflurane.

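For cytokine receptor interaction, 83 of the 85 leading-edge genes in S2C Table and all 68 in S2D Table matched a rat symbol. The sevoflurane list had a median log2 change of -0.46 with sevoflurane, and 14 of its genes were downregulated more than 2-fold. The desflurane list had a median of -0.26 with desflurane, and 2 of its genes passed the limit. Each list was selected for its decrease with the respective agent, and 33 genes were in both. With the other agent, the sevoflurane list had a median close to 0 (37 genes higher and 42 lower), at percentile 1.96 of random lists. The desflurane list had a median of -0.11 with the other agent, at percentile 0.04. In the sevoflurane list, 36 genes had a mean TPM value higher than 1, as did 27 genes in the desflurane list.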

**Fig 3:**
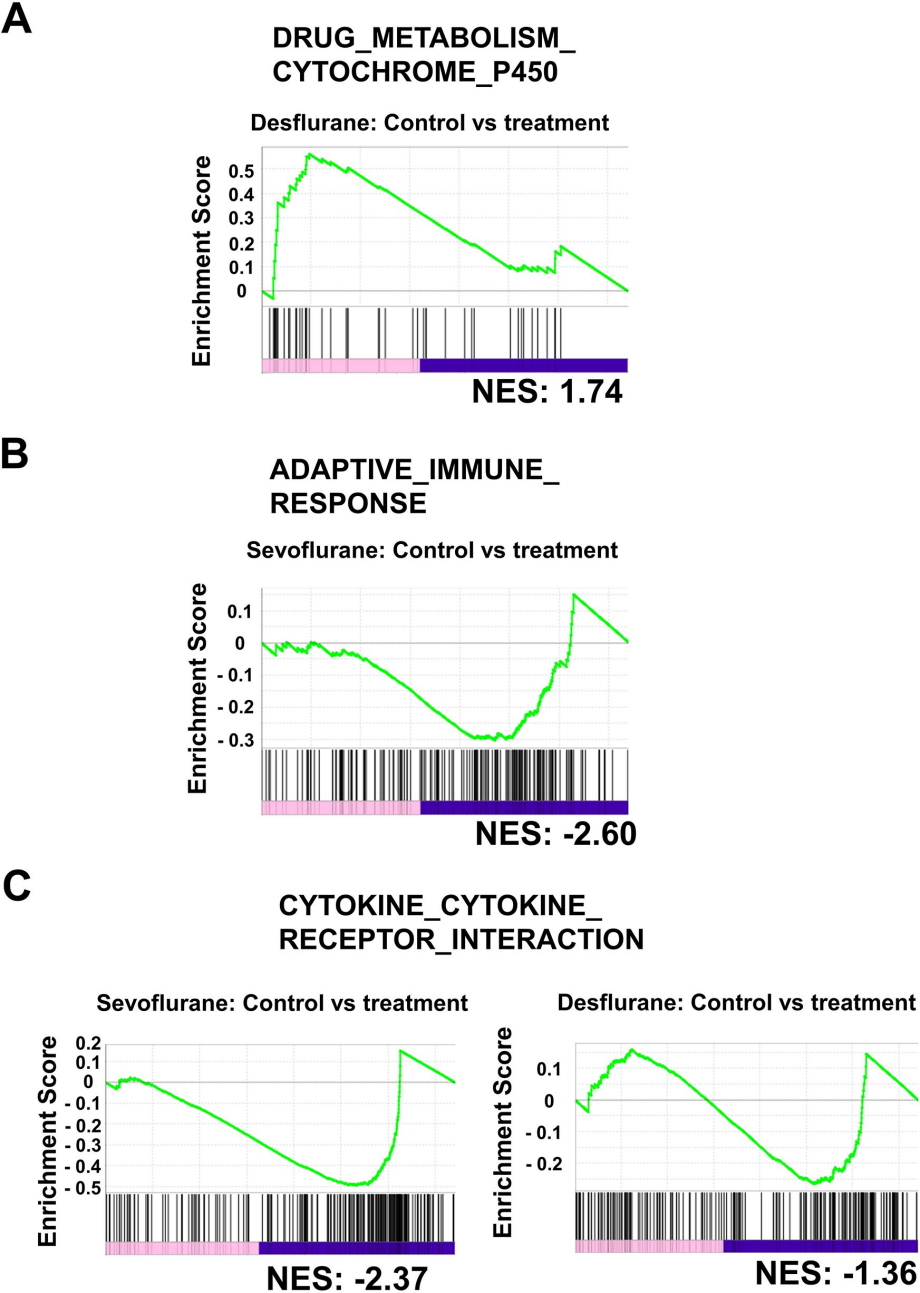
GSEA. (A) Snapshot showing a tendency for the positive regulation of genes constituting the term “DRUG_METABOLISM_CYTOCHROME_P450” after treatment with desflurane. Among 47 members of the term included in the list of our RNA-sequence data, 29 and 18 genes were up- and downregulated by desflurane treatment, respectively. A list of genes denoted as leading-edge genes by the analysis is provided in S2A Table. (B) Snapshot showing a tendency for the negative regulation of genes constituting the term “adaptive immune response” after treatment with sevoflurane. Among 353 members of the term included in the list of our RNA-sequence data, 90 and 263 genes were up- and downregulated by sevoflurane treatment, respectively. The regulatory mode of 21 genes could not be determined because there was no expression in certain samples. A list of leading-edge genes is provided in S2B Table. (C) Snapshots showing a tendency for the negative regulation of genes constituting the term “CYTOKINE_CYTOKINE_RECEPTOR_INTERACTION” after treatment with sevoflurane (left panel) and desflurane (right panel). Among 217 members of the term included in the list of our RNA-sequence data, 132 and 106 genes were downregulated and 50 and 80 genes were upregulated by sevoflurane and desflurane, respectively. The regulatory modes of 35 (for sevoflurane) and 31 (for desflurane) genes could not be determined because there was no expression in certain samples. The lists of genes denoted as leading-edge genes for the treatments of sevoflurane and desflurane are provided in S2C and S2D Table, respectively.

### Validation of global gene expression analysis data by the qPCR of representative genes

Next, we conducted qPCR analyses of genes whose expression levels were significantly up- or downregulated by sevoflurane and/or desflurane by means of global gene expression analyses. Specifically, we selected three genes (*Cyp2b1*, *Por*, *and Alas1*) (Fig 4A) and four genes (*Irf1*, *Mx2*, *Ccl6*, and *Il33*) (Fig 4B) as representative of xenobiotic metabolism and immune response, respectively. 

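In the RNA-sequence data, the TPM value of *Cyp2b1*, which the files place on chromosome 7 of rn6 from 99158102 to 99181774, was 17.8 in the sevoflurane control and 1632 after 6 hours of sevoflurane. The values were 16.1 in the desflurane control and 1090 after 6 hours of desflurane. *Por*, on chromosome 12 from 23998411 to 24046814, had TPM values of 144 and 642 with sevoflurane, and it increased 3.48-fold from 119 to 415 with desflurane. *Alas1*, on chromosome 8 from 114927706 to 114941038, increased 4.41-fold from 98.2 to 433 with sevoflurane and 3.04-fold from 100.2 to 304 with desflurane. All 3 genes were upregulated more than 2-fold with either control, and the smallest value was 2.78-fold, for *Alas1* with desflurane after median-of-ratios scaling. *Gapdh*, to which the qPCR data were normalized, changed 1.24-fold with sevoflurane and 1.02-fold with desflurane, or 0.934-fold with desflurane after median-of-ratios scaling.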

First, we confirmed that xenobiotic metabolism-related genes were significantly activated by both inhalation anesthetic agents. Our qPCR data of immune response-related genes also recapitulated the data from the RNA-sequencing analyses. Indeed, our qPCR data confirmed the significant downregulation of the expression of *Irf1* and *Mx2* by sevoflurane and desflurane, which were suggested to be downregulated significantly by both anesthetic agents in the RNA-sequencing analyses. Likewise, our qPCR analyses confirmed the sevoflurane treatment-specific downregulation of the expression of *Ccl6* and *IL33*, which were specifically repressed by sevoflurane, but not desflurane, in the RNA-sequence analyses.

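In the RNA-sequence data, *Irf1*, on chromosome 10 of rn6 from 39109530 to 39116532, decreased from a TPM value of 23.8 to 4.71 with sevoflurane, which is 5.05-fold. With desflurane, it decreased 2.21-fold from 19.1 to 8.65. *Mx2*, on chromosome 11 from 38035513 to 38059579, decreased 2.35-fold from 29.1 to 12.4 with sevoflurane and 3.12-fold from 29.3 to 9.38 with desflurane. The decrease of *Mx2* was thus larger with desflurane, and the control values differed little. Both genes remained downregulated more than 2-fold with either agent after median-of-ratios scaling, with a pseudocount of 1 TPM, with the mean of the 2 controls, and with the control of the other agent.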

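In the RNA-sequence data, *Ccl6*, on chromosome 10 of rn6 from 70798118 to 70802750, decreased 2.43-fold from a TPM value of 386 to 159 with sevoflurane and changed 1.09-fold from 243 to 264 with desflurane. *Il33*, on chromosome 1 from 248132090 to 248147030, decreased 2.75-fold from 78.4 to 28.5 with sevoflurane and changed 1.01-fold from 49.8 to 50.5 with desflurane. After median-of-ratios scaling, the fold changes with desflurane were 0.996 for *Ccl6* and 0.929 for *Il33*. The controls of the 2 agents differed for both genes. Relative to the desflurane control, the sevoflurane library had fold changes of 0.655 for *Ccl6* and 0.573 for *Il33*, neither of which passed the 2-fold limit, and relative to the sevoflurane control, the desflurane library had fold changes of 0.683 and 0.644.

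**Figure D2:**
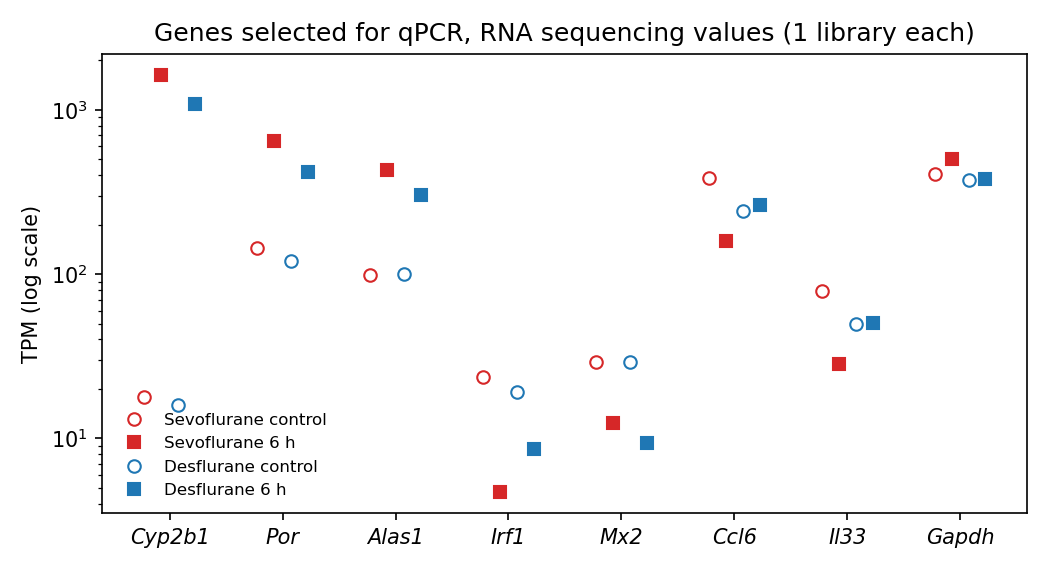
TPM values in the RNA-sequence data of the genes selected for qPCR and of *Gapdh*, on a log scale. Open circles are controls and filled squares are livers after 6 hours, in red for sevoflurane and blue for desflurane, with 1 library each. *Ccl6* is at 386 in the sevoflurane control and 243 in the desflurane control, whereas *Mx2* is at 29.1 and 29.3.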

**Fig 4:**
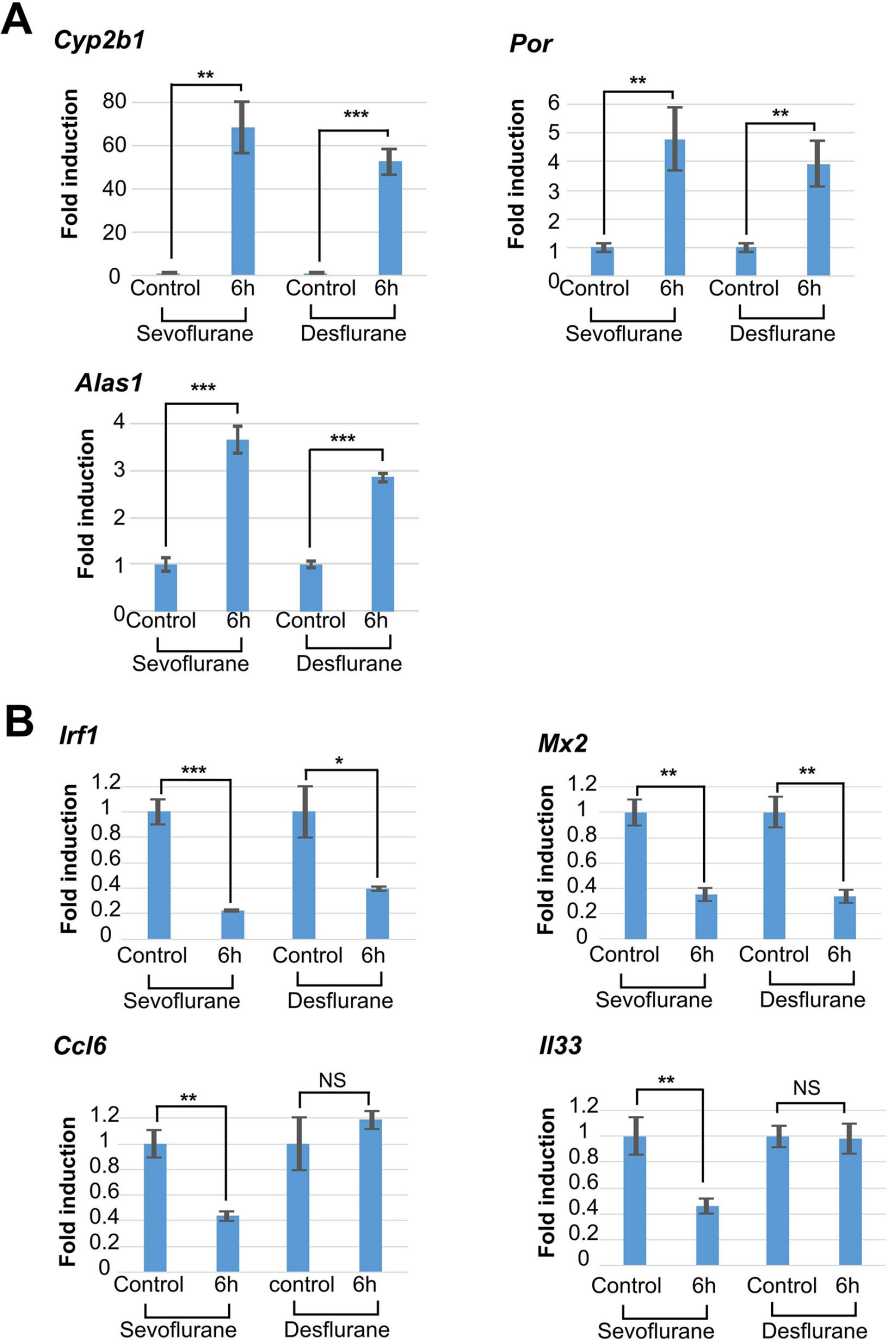
qPCR analyses of representative genes whose expression was significantly altered by inhalational anesthesia. qPCR analyses of the expression of three (A) and four (B) genes as representative genes for xenobiotic metabolism and immune response, respectively. Data from control rats in which livers were recovered immediately after the loss of consciousness by sevoflurane or desflurane treatment were arbitrarily set to one. Data represent the mean ± SD of three independent experiments. The Student’s *t*-test (two-tailed) was conducted to examine statistical significance. ***, *P*<0.001; **, *P*<0.01; *, *P*<0.05; NS, *P*>0.05.

## Discussion

Sevoflurane and desflurane are commonly used inhalational anesthetic agents in modern anesthesia practice [32,33]. Inhalation anesthesia in general is known to induce the activation and repression of genes related to xenobiotic metabolism and immune response, respectively [25–29]. However, because these two halogenated anesthetics have never been compared comprehensively with respect to alterations in the expression levels of genes related to xenobiotic metabolism and immune response, we conducted next-generation sequence analyses using mRNAs from the livers of rats subjected to inhalational anesthesia using sevoflurane or desflurane. Our GO analyses of RNA-sequence data revealed that both anesthetic agents significantly activated numerous genes related to xenobiotic metabolism. These analyses also indicated that desflurane activated these genes to a greater extent than sevoflurane, which was confirmed by GSEA. Given that the magnitude of the activation of xenobiotic metabolism genes parallels the level of protection of the host against xenobiotic-mediated toxicity, these data suggest that a higher level of protection via the xenobiotic metabolizing system might be required in the host when administering desflurane compared with sevoflurane.

Unlike the activated gene sets, no common GO terms were obtained in the analyses of genes downregulated by sevoflurane and desflurane. Although no obvious biological relatedness was apparent among five GO terms obtained in the analyses of downregulated genes by desflurane, we found that most GO terms obtained with sevoflurane were related to immune response, indicating that sevoflurane treatment may be strongly linked to immunosuppression. However, a heatmap visualization revealed that desflurane also reduced the expression of immune response genes, albeit less intensively compared with sevoflurane. Our data from GSEA were consistent with the heatmap visualization data, further corroborating the notion that both anesthetic agents repressed immune response-related genes, although sevoflurane exerted a more pronounced repressing effect compared with desflurane.

Multiple studies have demonstrated that volatile anesthetic agents exhibit immunosuppressive effects [27–29]. Therefore, surgeons and anesthesiologists prefer to avoid surgery coupled with general anesthesia for patients vaccinated within the last 2 or 3 weeks because of concerns regarding the insufficient acquisition of immunity by the vaccine. However, because our data suggest that desflurane exerts a less intensive immunosuppressive effect than sevoflurane, our future studies will investigate whether there is a significant difference in the specific immunoprotective ability of rats subjected to inhalation anesthesia with sevoflurane or desflurane after immunization with a vaccine such as that for COVID-19 or influenza virus.

## Supporting information

S1 Fig Scatter plot of RNA sequence data. Upper and lower panels show data obtained from experiments of inhalational anesthesia using sevoflurane and desflurane, respectively. These scatter plots were generated after removing genes whose lengths are equal or shorter than 200 base pairs from the gene list of RNA sequence data. Numerical values shown on the X- and Y-axes are TPM values from RNA sequence data. Genes whose TPM values were increased or decreased more than 2-fold by inhalational anesthesia using sevoflurane or desflurane are indicated as red and blue dots, respectively. The numbers of genes upregulated by 6 hours treatment with sevoflurane and desflurane were 210 and 282, respectively, of which 59 genes overlapped, and 329 and 141 genes were downregulated by sevoflurane and desflurane treatments, respectively, with 31 overlapping genes. S1 Table shows a list of these genes with their official gene symbols.
(PDF)

S2 Fig Comparison of the repressing effect on specific gene sets between sevoflurane and desflurane by regression analysis. (A, B) Coefficient of determination was calculated using the genes in Fig 1D that were upregulated by sevoflurane and/or desflurane more than 2-fold among the members of the GO term “response to xenobiotic stimulus (0009410)” (A, upper panel) and genes shown in Fig 2D that were downregulated by sevoflurane more than 2-fold among the members of the GO term “defense response to virus (0051607)” (B). Lower panel in A shows the result after the removal of *Cyp2b1* gene data as an outlier in the gene set.
(PDF)

S3 Fig Comparisons of expression of immune response-related genes between sevoflurane and desflurane treatments. (A, B) Effect of desflurane treatment on the expressions of genes that contributed to the identification of immune response-related terms as sevoflurane treatment-specific GO terms. Genes downregulated more than 2-fold by sevoflurane treatment were selected among genes constituting the GO terms “immune response (0006952)” (A) and “response to bacterium (0009617)” (B). Relative expression levels in the livers of rats treated with desflurane for 6 hours compared to the control were demonstrated by a heatmap (right column) along with data obtained by the analyses of livers of rats treated with sevoflurane (left column). Panels shown under each heatmap represent regression analyses for the calculation of the coefficient of determination.
(PDF)

S4 Fig GSEA of RNA sequence data from livers of rats subjected to inhalational anesthesia. (A) A list of gene sets identified by GSEA as significantly activated gene sets by inhalational anesthesia using sevoflurane or desflurane. Three distinct publicly available databases, “biological process of Gene Ontology”, “Kyoto Encyclopedia of Genes and Genome”, and “Reactome Pathway Database” were used for the analyses, in which the top twenty terms according to their NES values were selected from positively-regulated gene sets with the analyses using each platform, but terms whose *p*-values were greater than 0.05 were eliminated from the list. Terms related to xenobiotic metabolism are shown in light blue. (B) A list of gene sets identified by GSEA as significantly repressed gene sets by inhalational anesthesia using sevoflurane or desflurane. The same criteria used in (A) were used. Commonly identified gene sets by treatment with sevoflurane or desflurane are shown in green. Terms related to immune response are indicated by red font.
(PDF)

S1 Table Gene lists that were up- or down-regulated by sevoflurane and/or desflurane.

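S1 Table gives gene symbols without values. Its 872 entries were read as a single set of 842 different symbols, since its text does not keep the columns of the gene groups apart on every page. Of these symbols, 815 were found in the deposited files, and 788 of them were called upregulated or downregulated here. The other 27 were not called, and 12 of these had a largest fold change between 1.98 and 2.00. The remaining 15 had largest fold changes from 1.02 to 1.82. The rule called 840 genes in all, of which 52 were not spelled alike in S1 Table.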

S2 Table Gene lists denoted as leading-edge genes by GSEA.

# Supplementary material for: Similarity and dissimilarity in alterations of the gene expression profile associated with inhalational anesthesia between sevoflurane and desflurane
**Source:** PLoS One. 2024 Mar 28;19(3):e0298264. doi: 10.1371/journal.pone.0298264
**Supplement:** S4 Fig — (A) A list of gene sets identified by GSEA as significantly activated gene sets by inhalational anesthesia using sevoflurane or desflurane. Three distinct publicly available databases, “biological process of Gene Ontology”, “Kyoto Encyclopedia of Genes and Genome”, and “Reactome Pathway Database” were used for the analyses, in which the top twenty terms according to their NES values were selected from positively-regulated gene sets with the analyses using each platform, but terms whose p-values were greater than 0.05 were eliminated from the list. Terms related to xenobiotic metabolism are shown in light blue. (B) A list of gene sets identified by GSEA as significantly repressed gene sets by inhalational anesthesia using sevoflurane or desflurane. The same criteria used in (A) were used. Commonly identified gene sets by treatment with sevoflurane or desflurane are shown in green. Terms related to immune response are indicated by red font.

A

GO-BP

| Activated by sevoflurane                                   | NES  | <i>p</i> -value | Activated by desflurane                                                   | NES  | <i>p</i> -value |
|------------------------------------------------------------|------|-----------------|---------------------------------------------------------------------------|------|-----------------|
| RIBOSOME_BIOGENESIS                                        | 2.40 | 0               | SYNAPTIC_TRANSMISSION_CHOLINERGIC                                         | 2.31 | 0               |
| PRESYNAPSE_ORGANIZATION                                    | 2.36 | 0.002           | CYCLIC_NUCLEOTIDE_BIOSYNTHETIC_PROCESS                                    | 2.24 | 0               |
| POSITIVE_REGULATION_OF_DENDRITIC_SPINE_DEVELOPMENT         | 2.29 | 0               | CYCLIC_NUCLEOTIDE_METABOLIC_PROCESS                                       | 2.2  | 0.001           |
| REGULATION_OF_DENDRITIC_SPINE_DEVELOPMENT                  | 2.25 | 0               | LIGAND_GATED_ION_CHANNEL_SIGNALING_PATHWAY                                | 2.15 | 0.001           |
| POSITIVE_REGULATION_OF_EXCITATORY_POSTSYNAPTIC_POTENTIAL   | 2.24 | 0               | CGMP_METABOLIC_PROCESS                                                    | 2.09 | 0.003           |
| SYNAPSE_MATURATION                                         | 2.24 | 0               | IONOTROPIC_Glutamate_Receptor_Signaling_Pathway                           | 2.06 | 0.004           |
| RRNA_METABOLIC_PROCESS                                     | 2.22 | 0               | HOMOPHILIC_CELL_ADHESION_VIA_PLASMA_MEMBRANE_ADHESION_MOLECULES           | 2.06 | 0               |
| INTERMEDIATE_FILAMENT_BASED_PROCESS                        | 2.19 | 0               | BIOLOGICAL_PROCESS_INVOLVED_IN_INTRASPECIES_INTERACTION_BETWEEN_ORGANISMS | 2.04 | 0.004           |
| MAINTENANCE_OF_SYNAPSE_STRUCTURE                           | 2.19 | 0               | SENSORY_PERCEPTION_OF_SMELL                                               | 2.04 | 0               |
| MATURATION_OF_SSU_RRNA                                     | 2.18 | 0.002           | SEROTONIN_RECEPTOR_SIGNALING_PATHWAY                                      | 2.03 | 0.008           |
| RIBOSOMAL_SMALL_SUBUNIT_BIOGENESIS                         | 2.17 | 0               | CGMP_MEDIATED_SIGNALING                                                   | 2.01 | 0.007           |
| LONG_CHAIN_FATTY_ACID_TRANSPORT                            | 2.16 | 0.002           | STABILIZATION_OF_MEMBRANE_POTENTIAL                                       | 2.01 | 0.006           |
| METAPHASE_CHROMOSOME_ALIGNMENT                             | 2.16 | 0               | MEMBRANE_PROTEIN_PROTEOLYSIS                                              | 2    | 0.001           |
| POSTSYNAPTIC_MEMBRANE_ORGANIZATION                         | 2.15 | 0               | URETER_DEVELOPMENT                                                        | 1.99 | 0.007           |
| KERATINIZATION                                             | 2.15 | 0.005           | G_PROTEIN_COUPLED_SEROTONIN_RECEPTOR_SIGNALING_PATHWAY                    | 1.98 | 0.01            |
| RIBOSOMAL_LARGE_SUBUNIT_BIOGENESIS                         | 2.14 | 0.002           | OOCYTE_MATURATION                                                         | 1.97 | 0.012           |
| POSITIVE_REGULATION_OF_SYNAPTIC_TRANSMISSION_Glutamatergic | 2.13 | 0.007           | MEMBRANE_PROTEIN_ECTODOMAIN_PROTEOLYSIS                                   | 1.94 | 0.011           |
| REGULATION_OF_SYNAPSE_ASSEMBLY                             | 2.12 | 0               | BLOOD_VESSEL_REMODELING                                                   | 1.94 | 0.011           |
| POSITIVE_REGULATION_OF_SYNAPTIC_TRANSMISSION_GABAergic     | 2.12 | 0               | REGULATION_OF_CELL_MATURATION                                             | 1.94 | 0.017           |
| DENDRITIC_SPINE_DEVELOPMENT                                | 2.09 | 0.003           | GLUCOCORTICOID_BIOSYNTHETIC_PROCESS                                       | 1.92 | 0.007           |

KEGG

| Activated by sevoflurane    | NES  | <i>p</i> -value | Activated by desflurane                 | NES  | <i>p</i> -value |
|-----------------------------|------|-----------------|-----------------------------------------|------|-----------------|
| OXIDATIVE_PHOSPHORYLATION   | 1.99 | 0.003           | OLFACTORY_TRANSDUCTION                  | 2.14 | 0               |
| SPLICEOSOME                 | 1.71 | 0.015           | DRUG_METABOLISM_CYTOCHROME_P450         | 1.74 | 0.037           |
| AMINOACYL_TRNA_BIOSYNTHESIS | 1.69 | 0.037           | TRYPTOPHAN_METABOLISM                   | 1.71 | 0.039           |
| OOCYTE_MEIOSIS              | 1.55 | 0.043           | LINOLEIC_ACID_METABOLISM                | 1.67 | 0.040           |
| CELL_CYCLE                  | 1.51 | 0.038           | STEROID_HORMONE_BIOSYNTHESIS            | 1.66 | 0.042           |
|                             |      |                 | NEUROACTIVE_LIGAND_RECEPTOR_INTERACTION | 1.64 | 0.004           |
|                             |      |                 | DRUG_METABOLISM_OTHER_ENZYMES           | 1.62 | 0.042           |

REACTOME

| Activated by sevoflurane                        | NES  | <i>p</i> -value | Activated by desflurane                       | NES  | <i>p</i> -value |
|-------------------------------------------------|------|-----------------|-----------------------------------------------|------|-----------------|
| RKERATINIZATION                                 | 2.23 | 0.002           | OLFACTORY_SIGNALING_PATHWAY                   | 2.18 | 0               |
| RRNA_MODIFICATION_IN_THE_NUCLEUS_AND_CYTOSOL    | 2.19 | 0               | FERTILIZATION                                 | 1.96 | 0.011           |
| FORMATION_OF_THE_CORNIFIED_ENVELOPE             | 2.15 | 0               | PHASE_4_RESTING_MEMBRANE_POTENTIAL            | 1.90 | 0.008           |
| HSF1_DEPENDENT_TRANSACTIVATION                  | 2.09 | 0.007           | XENOBIOTICS                                   | 1.90 | 0.012           |
| IRON_UPTAKE_AND_TRANSPORT                       | 2.03 | 0.005           | CARDIAC_CONDUCTION                            | 1.88 | 0.009           |
| CYTOSOLIC_TRNA_AMINOACYLATION                   | 2.03 | 0.008           | AMINE_LIGAND_BINDING_RECEPTORS                | 1.87 | 0.014           |
| METABOLISM_OF_AMINE_DERIVED_HORMONES            | 2.02 | 0.005           | THE_PHOTOTRANSDUCTION_CASCADE                 | 1.85 | 0.022           |
| ATTENUATION_PHASE                               | 1.98 | 0.008           | NA_CL_DEPENDENT_NEUROTRANSMITTER_TRANSPORTERS | 1.84 | 0.018           |
| RRNA_PROCESSING                                 | 1.95 | 0.001           | ENDOGENOUS_STEROLS                            | 1.74 | 0.036           |
| TRANSFERRIN_ENDOCYTOSIS_AND_RECYCLING           | 1.95 | 0.018           | MUSCLE_CONTRACTION                            | 1.74 | 0.003           |
| MITOTIC_SPINDLE_CHECKPOINT                      | 1.93 | 0               | NETRIN_1_SIGNALING                            | 1.74 | 0.034           |
| RESOLUTION_OF_SISTER_CHROMATID_COHESION         | 1.93 | 0.005           | GLUCONEOGENESIS                               | 1.72 | 0.045           |
| ACETYLCHOLINE_NEUROTRANSMITTER_RELEASE_CYCLE    | 1.93 | 0.003           | SENSORY_PERCEPTION                            | 1.70 | 0               |
| CELLULAR_RESPONSE_TO_HEAT_STRESS                | 1.93 | 0.005           | METABOLISM_OF_AMINE_DERIVED_HORMONES          | 1.68 | 0.042           |
| RESPONSE_OF_EIF2AK1_HRI_TO_HEME_DEFICIENCY      | 1.89 | 0.01            | PHASE_I_FUNCTIONALIZATION_OF_COMPOUNDS        | 1.60 | 0.049           |
| REGULATION_OF_HSF1_MEDIATED_HEAT_SHOCK_RESPONSE | 1.86 | 0.008           | VISUAL_PHOTOTRANSDUCTION                      | 1.58 | 0.038           |
| MITOTIC_PROMETAPHASE                            | 1.83 | 0.003           |                                               |      |                 |
| TRNA_AMINOACYLATION                             | 1.81 | 0.022           |                                               |      |                 |
| UPTAKE_AND_ACTIONS_OF_BACTERIAL_TOXINS          | 1.81 | 0.018           |                                               |      |                 |
| HSF1_ACTIVATION                                 | 1.8  | 0.016           |                                               |      |                 |

B

GO-BP

| Repressed by sevoflurane                                                                                                  | NES   | p-value | Repressed by desflurane                                                 | NES   | p-value |
|---------------------------------------------------------------------------------------------------------------------------|-------|---------|-------------------------------------------------------------------------|-------|---------|
| ADAPTIVE_IMMUNE_RESPONSE                                                                                                  | -2.60 | 0       | DEFENSE_RESPONSE_TO_BACTERIUM                                           | -2.09 | 0       |
| DETECTION_OF_STIMULUS_INVOLVED_IN_SENSORY_PERCEPTION                                                                      | -2.57 | 0       | REFLEX                                                                  | -2.08 | 0       |
| LYMPHOCYTE_MEDIATED_IMMUNITY                                                                                              | -2.36 | 0       | FEAR_RESPONSE                                                           | -2.06 | 0       |
| LEUKOCYTE_MEDIATED_IMMUNITY                                                                                               | -2.35 | 0       | GROOMING_BEHAVIOR                                                       | -2.06 | 0       |
| REGULATION_OF_ADAPTIVE_IMMUNE_RESPONSE                                                                                    | -2.32 | 0       | KERATINIZATION                                                          | -2.05 | 0       |
| NEUTROPHIL_CHEMOTAXIS                                                                                                     | -2.32 | 0       | ANTIMICROBIAL_HUMORAL_IMMUNE_RESPONSE_MEDIATED_BY_ANTIMICROBIAL_PEPTIDE | -1.99 | 0       |
| MYELOID_LEUKOCYTE_ACTIVATION                                                                                              | -2.30 | 0       | L_Glutamate_IMPORT                                                      | -1.95 | 0.004   |
| ADAPTIVE_IMMUNE_RESPONSE_BASED_ON_SOMATIC_RECOMBINATION_OF_IMMUNE_RECEPTORS_BUILT_FROM_IMMUNOGLOBULIN_SUPERFAMILY_DOMAINS | -2.30 | 0       | ADAPTATION_OF_SIGNALING_PATHWAY                                         | -1.95 | 0       |
| IMMUNE_RESPONSE_REGULATING_CELL_SURFACE_RECEPTOR_SIGNALING_PATHWAY                                                        | -2.29 | 0       | NEGATIVE_ADAPTATION_OF_SIGNALING_PATHWAY                                | -1.94 | 0       |
| TYPE_2_IMMUNE_RESPONSE                                                                                                    | -2.28 | 0       | STARTLE_RESPONSE                                                        | -1.92 | 0.003   |
| REGULATION_OF_LEUKOCYTE_MEDIATED_IMMUNITY                                                                                 | -2.28 | 0       | POSITIVE_REGULATION_OF_CALCIIUM_ION_TRANSPORT                           | -1.90 | 0       |
| NEUTROPHIL_MIGRATION                                                                                                      | -2.27 | 0       | NEGATIVE_REGULATION_OF_ENDOTHELIAL_CELL_PROLIFERATION                   | -1.90 | 0.003   |
| GRANULOCYTE_MIGRATION                                                                                                     | -2.26 | 0       | RESPONSE_TO_CHEMOKINE                                                   | -1.89 | 0       |
| ALPHA_BETA_T_CELL_ACTIVATION                                                                                              | -2.25 | 0       | NEURONAL_ACTION_POTENTIAL                                               | -1.87 | 0.007   |
| GRANULOCYTE_CHEMOTAXIS                                                                                                    | -2.25 | 0       | L_Glutamate_TRANSMEMBRANE_TRANSPORT                                     | -1.87 | 0       |
| REGULATION_OF_LYMPHOCYTE_MEDIATED_IMMUNITY                                                                                | -2.21 | 0       | THYROID_GLAND_DEVELOPMENT                                               | -1.87 | 0       |
| T_CELL_ACTIVATION_INVOLVED_IN_IMMUNE_RESPONSE                                                                             | -2.19 | 0       | CAMERA_TYPE_EYE_MORPHOGENESIS                                           | -1.86 | 0       |
| REGULATION_OF_B_CELL_ACTIVATION                                                                                           | -2.16 | 0       | MACROPHAGE_ACTIVATION                                                   | -1.85 | 0       |
| POSITIVE_REGULATION_OF_LEUKOCYTE_MEDIATED_IMMUNITY                                                                        | -2.16 | 0       | POSITIVE_REGULATION_OF_BLOOD_CIRCULATION                                | -1.85 | 0.003   |
| T_CELL_SELECTION                                                                                                          | -2.16 | 0       | NEURAL_RETINA_DEVELOPMENT                                               | -1.85 | 0.004   |

KEGG

| Repressed by sevoflurane                     | NES   | p-value | Repressed by desflurane                | NES   | p-value |
|----------------------------------------------|-------|---------|----------------------------------------|-------|---------|
| CYTOKINE_CYTOKINE_RECEPTOR_INTERACTION       | -2.37 | 0       | DNA_REPLICATION                        | -1.75 | 0.006   |
| HEMATOPOIETIC_CELL_LINEAGE                   | -2.18 | 0       | P53_SIGNALING_PATHWAY                  | -1.66 | 0.013   |
| INTESTINAL_IMMUNE_NETWORK_FOR_IGA_PRODUCTION | -2.04 | 0       | CHEMOKINE_SIGNALING_PATHWAY            | -1.51 | 0.008   |
| ASTHMA                                       | -2.04 | 0       | TYPE_II_DIABETES_MELLITUS              | -1.49 | 0.047   |
| JAK_STAT_SIGNALING_PATHWAY                   | -2.01 | 0       | SYSTEMIC_LUPUS_ERYTHEMATOSUS           | -1.44 | 0.070   |
| ALLOGRAFT_REJECTION                          | -2.00 | 0       | T_CELL_RECEPTOR_SIGNALING_PATHWAY      | -1.44 | 0.043   |
| GRAFT_VERSUS_HOST_DISEASE                    | -1.96 | 0.003   | CYTOKINE_CYTOKINE_RECEPTOR_INTERACTION | -1.36 | 0.018   |
| AUTOIMMUNE_THYROID_DISEASE                   | -1.95 | 0.003   |                                        |       |         |
| LEISHMANIA_INFECTION                         | -1.92 | 0.005   |                                        |       |         |
| PRIMARY_IMMUNODEFICIENCY                     | -1.92 | 0.005   |                                        |       |         |
| SYSTEMIC_LUPUS_ERYTHEMATOSUS                 | -1.91 | 0.003   |                                        |       |         |
| FC_GAMMA_R_MEDIATED_PHAGOCYTOSIS             | -1.90 | 0       |                                        |       |         |
| NATURAL_KILLER_CELL_MEDIATED_CYTOTOXICITY    | -1.86 | 0       |                                        |       |         |
| CHEMOKINE_SIGNALING_PATHWAY                  | -1.84 | 0       |                                        |       |         |
| ANTIGEN_PROCESSING_AND_PRESENTATION          | -1.83 | 0.005   |                                        |       |         |
| TYPE_II_DIABETES_MELLITUS                    | -1.72 | 0.013   |                                        |       |         |
| NOD LIKE RECEPTOR SIGNALING PATHWAY          | -1.67 | 0.014   |                                        |       |         |
| OLFACTORY_TRANSDUCTION                       | -1.66 | 0       |                                        |       |         |
| TYPE_I_DIABETES_MELLITUS                     | -1.66 | 0.031   |                                        |       |         |
| AMYOTROPHIC_LATERAL_SCLEROSIS_ALS            | -1.65 | 0.022   |                                        |       |         |

| Repressed by sevoflurane                                                 | NES   | <i>p</i> -value | Repressed by desflurane                                   | NES   | <i>p</i> -value |
|--------------------------------------------------------------------------|-------|-----------------|-----------------------------------------------------------|-------|-----------------|
| OLFACTORY_SIGNALING_PATHWAY                                              | -2.53 | 0               | ANTIMICROBIAL_PEPTIDES                                    | -2.54 | 0               |
| INTERFERON_ALPHA_BETA_SIGNALING                                          | -2.21 | 0               | CHEMOKINE_RECEPTORS_BIND_CHEMOKINES                       | -1.95 | 0               |
| IMMUNOREGULATORY_INTERACTIONS_BETWEEN_A_LYMPHOID_AND_A_NON_LYMPHOID_CELL | -2.21 | 0               | PIWI_INTERACTING_RNA_PIRNA_BIOGENESIS                     | -1.93 | 0               |
| CHEMOKINE_RECEPTORS_BIND_CHEMOKINES                                      | -2.09 | 0               | PEPTIDE_LIGAND_BINDING_RECEPTORS                          | -1.82 | 0               |
| GENERATION_OF_SECOND_MESSENGER_MOLECULES                                 | -2.07 | 0               | CHAPERONE_MEDIATED_AUTOPHAGY                              | -1.79 | 0.003           |
| INTERLEUKIN_10_SIGNALING                                                 | -1.99 | 0.002           | RHO_GTPASES_ACTIVATE_FORMINS                              | -1.78 | 0.006           |
| TNFS_BIND_THEIR_PHYSIOLOGICAL_RECEPTORS                                  | -1.99 | 0               | RESOLUTION_OF_SISTER_CHROMATID_COHESION                   | -1.77 | 0               |
| PD_1_SIGNALING                                                           | -1.99 | 0               | INTERLEUKIN_10_SIGNALING                                  | -1.77 | 0.003           |
| STRIATED_MUSCLE_CONTRACTION                                              | -1.97 | 0               | DEFENSINS                                                 | -1.76 | 0.006           |
| CLASS_A_1_RHODOPSIN_LIKE_RECEPTORS                                       | -1.94 | 0               | RHO_GTPASE_EFFECTORS                                      | -1.75 | 0               |
| INTERFERON_GAMMA_SIGNALING                                               | -1.92 | 0.003           | BETA_DEFENSINS                                            | -1.72 | 0.007           |
| INTERLEUKIN_2_FAMILY_SIGNALING                                           | -1.82 | 0.011           | MITOTIC_PROMETAPHASE                                      | -1.72 | 0               |
| COSTIMULATION_BY_THE_CD28_FAMILY                                         | -1.76 | 0.005           | DNA_STRAND_ELONGATION                                     | -1.71 | 0.015           |
| TCR_SIGNALING                                                            | -1.75 | 0.003           | INTERLEUKIN_12_FAMILY_SIGNALING                           | -1.70 | 0.010           |
| TNFR2_NON_CANONICAL_NF_KB_PATHWAY                                        | -1.75 | 0.014           | REGULATION_OF_PLK1_ACTIVITY_AT_G2_M_TRANSITION            | -1.62 | 0.022           |
| GPCR_LIGAND_BINDING                                                      | -1.75 | 0               | AURKA_ACTIVATION_BY_TPX2                                  | -1.62 | 0.004           |
| THE_ROLE_OF_NEF_IN_HIV_1_REPLICATION_AND_DISEASE_PATHOGENESIS            | -1.73 | 0.018           | MITOTIC_SPINDLE_CHECKPOINT                                | -1.59 | 0.02            |
| COMPLEMENT_CASCADE                                                       | -1.72 | 0.02            | INTERLEUKIN_12_SIGNALING                                  | -1.59 | 0.007           |
| DAP12_INTERACTIONS                                                       | -1.71 | 0.01            | FORMATION_OF_THE_BETA_CATENIN_TCF_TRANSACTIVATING_COMPLEX | -1.56 | 0.014           |
| SIALIC_ACID_METABOLISM                                                   | -1.71 | 0.011           | ACTIVATION_OF_BH3_ONLY_PROTEINS                           | -1.56 | 0.034           |

# Supplementary material for: Similarity and dissimilarity in alterations of the gene expression profile associated with inhalational anesthesia between sevoflurane and desflurane
**Source:** PLoS One. 2024 Mar 28;19(3):e0298264. doi: 10.1371/journal.pone.0298264
**Supplement:** S1 Table

# Table S1

## Gene lists that were up- or down-regulated by sevoflurane and/or desflurane

| Up-regulated |              |              | Down-regulated |              |             |
|--------------|--------------|--------------|----------------|--------------|-------------|
| Group 1*     | Group 2      | Group 3      | Group 4        | Group 5      | Group 6     |
| (59 genes)   | (151 genes)  | (223 genes)  | (31 genes)     | (298 genes)  | (110 genes) |
| Ptgis        | Ptpn         | Colq         | Gadd45g        | Amy2a3       | Gck         |
| Cyp2b1       | Prss32       | Upp2         | Hamp           | Adh6         | Ptpn        |
| Gstm3l       | Cux2         | Clca5        | Cish           | Cel          | Wfdc2l      |
| Cyp2b2       | Slc41a3      | Ebf4         | Pnpla3         | RGD1560242   | Akr1b8      |
| Gadd45b      | Abcd2        | Adecy10      | Mept8l2        | Cpa1         | Rprm        |
| RGD1311946   | Fgf2l        | Zmynd12      | Lyc2           | Cela2a       | Rpl         |
| Nptx2        | Wfdc2l       | LOC103692984 | Irs3           | Mmd2         | Pde4d       |
| Kenn1        | Slc7a11      | Tex36        | Ihh            | Cpa2         | Gimd1       |
| Trim36       | Igfbp6       | Cyp2c24      | Tsc22d1        | Cpb1         | Krt2        |
| Optc         | Rbp7         | Rgs16        | Mx2            | Rnase1       | Slc34a2     |
| Mfsd2a       | Noct         | Egr1         | Inhba          | Pcdhac2      | Esd         |
| Got1         | LOC108348108 | RGD1359290   | Osgin1         | Arhgef37     | Dusp1       |
| Por          | Akr1b8       | Hcst         | Bmf            | Cd79b        | Bmerb1      |
| Alas1        | Mthfd2       | Cdh17        | Stac3          | Cdh17        | Rn18s       |
| Fam180a      | Pde4d        | Slc2a12      | Tubb2b         | MGC108823    | Srms        |
| Cyp3a23/3a1  | Cox6b2       | Eif4ebp3     | Unc5cl         | Chodl        | Plac9       |
| Trib3        | Nhlrc1       | Aldh3b1      | RT1-N1         | Gbp5         | Csmd1       |
| Zbtb16       | Hspa1b       | Snrg         | RT1-N2         | Tnfrsf14     | Mybl1       |
| Ces2c        | Tsku         | Hac1         | Socs3          | RGD1562890   | Ctsw        |
| Zfp354a      | Slc25a25     | Perl         | Nrep           | RGD1309808   | Ppp1r3b     |
| Sds          | Slc7a1       | Inmt         | Gclm           | Cfap126      | Rn45s       |
| Ankrd33b     | Adm2         | Fmo2         | Slc13a4        | Pcdha1       | Tubb2a      |
| Ttc25        | Asns         | Fbxo27       | Dnajc12        | Pcdha2       | Rasd1       |
| Scnn1a       | Mllt11       | G6pc         | RGD1309362     | Kantr        | Rn28s       |
| St8sia1      | Lcn2         | Slc25a47     | Arntl2         | Pcdha8       | H2ac1       |
| Unc5b        | Phgdh        | Ppargc1a     | Edar           | LOC100909539 | Mex3b       |
| Edem1        | Coro6        | Rdh16        | Irf1           | Pcdha12      | Cd300c2     |
| Gpd1l        | Psat1        | LOC102547290 | MGC105567      | Pcdha6       | Lcn2        |
| Cyp17a1      | Ssx2ip       | Meox2        | Cml2           | Pcdhac1      | Mcm6        |
| Tmem30b      | Pdpx         | Cyp3a18      | Efna4          | Cxcl1        | Cyp4a2      |
| Igfbp2       | Ccnb1        | Vnn1         | Pparg          | Pcdha11      | Ltc4s       |
| Rhbdd2       | Ppic         | Slc22a5      |                | Gbp2         | Fabp5       |
| Pla2g12a     | Tpm2         | Gfra1        |                | Hk3          | Rtn4r1l     |
| Chmp4c       | Arl4d        | RGD1563263   |                | Ppp2r2b      | Aldh1b1     |
| Ptp4a1       | Polg2        | LOC106182250 |                | Pcdha7       | Angptl8     |
| LOC684871    | Ddit4        | Gpat3        |                | Pcdha3       | Sebox       |
| Plk3         | G0s2         | Trpm4        |                | Adh4         | Abo3        |
| Cpt1a        | Clec2dl1     | Cyp3a9       |                | Pcdha9       | Fkbp4       |
| RGD1563888   | Terc         | Mt2A         |                | Pcdha13      | Tuba4a      |
| Slc25a22     | Gpcpd1       | Olr35        |                | Cxcl10       | Casp12      |
| Nceh1        | Wdpcp        | Rab30        |                | LOC100911796 | Isg15       |
| Bhmt         | Chac1        | Pdlim2       |                | Pcdha5       | Rcan1       |
| Fmo3         | Polr1e       | Cpb1         |                | Shisa3       | Hes6        |
| Ifrd1        | Sert1        | Klf13        |                | Adora3       | Otub2       |
| RGD1562310   | Inhbe        | Clef1        |                | Ly6c         | Hist1h2bd   |
| Asl          | Gnat1        | Cib2         |                | Olr1585      | Chac1       |

\* Group 1: Genes activated commonly by sevoflurane and desflurane  
Group 2: Genes activated specifically by sevoflurane  
Group 3: Genes activated specifically by desflurane  
Group 4: Genes repressed commonly by sevoflurane and desflurane  
Group 5: Genes repressed specifically by sevoflurane  
Group 6: Genes repressed specifically by desflurane

|         |
|---------|
| Lepr    |
| Lilrb3a |
| Lilrb3b |
| Enc1    |
| Ftcd    |
| Dao     |

|          |
|----------|
| Ccl27    |
| Cd38     |
| Prf1     |
| Nlrc4    |
| Bend7    |
| Plcg2    |
| Spred2   |
| Tm7sf2   |
| Rhpn2    |
| Fzd5     |
| Akr1c1   |
| Dram1    |
| Casp1    |
| Abi3     |
| Acsl3    |
| Napsa    |
| Bcl2a1   |
| Tnfrsf1b |
| Sccpdh   |
| Gls      |
| Nfil3    |
| Rfxap    |
| St8sia4  |
| Hao2     |

# Supplementary material for: Similarity and dissimilarity in alterations of the gene expression profile associated with inhalational anesthesia between sevoflurane and desflurane
**Source:** PLoS One. 2024 Mar 28;19(3):e0298264. doi: 10.1371/journal.pone.0298264
**Supplement:** S2 Table

## Table S2

### Gene lists denoted as leading-edge genes by GSEA

**A**

**Leading edge genes for the term of "Drug Metabolism Cytochrome P450" identified as positively regulated event by desflurane treatment**

**B**

**Leading edge genes for the term of "Adaptive Immune Response" identified as negatively regulated event by sevoflurane treatment**

**C**

**Leading edge genes for the term of "Cytokine Cytokine Receptor Interaction" identified as negatively regulated event by sevoflurane treatment**

\* genes common to D were indicated by red letters

# D

## Leading edge genes for the term of "Cytokine Cytokin Receptor Interaction" identified as negatively regulated event by desflurane treatment

\* genes common to C were indicated by red letters

How the deposited data were processed for this re-analysis (not part of the article)

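RNA from the left lateral liver lobe of 4 male Wistar rats was sequenced, with 1 rat for each of 4 conditions: sevoflurane for 6 hours, desflurane for 6 hours, and a control for each agent that was sacrificed after less than 1 minute of anesthesia. Conditions were taken from the labels of the samples and the methods of the paper. The qPCR experiments have no file in the data used here and were not analysed here.

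The authors trimmed the reads with sickle 1.33 (quality 30, length 20), mapped them to rn6 with HISAT2 2.1.0, sorted them with SAMtools 1.10, and ran StringTie 2.1.2 with the rn6 refGene annotation. The deposited tables give an average coverage per gene (the signal over its exons, not normalized for library size). They also give FPKM values, which the authors' StringTie run normalized for library size. The TPM values in the deposited tables are a signal that StringTie scaled so that the rows it assembled add up to 1000000. The annotated rows are on the same scale and add up to 792007 in the sevoflurane control, 802963 after 6 hours of sevoflurane, 779824 in the desflurane control, and 813454 after 6 hours of desflurane. The annotated rows were used here, and the assembled rows, between 21770 and 23290 per library, were not used. Gene symbols and coordinates are those of the files. Each file still held between 495 and 518 annotated rows of 200 base pairs or shorter, and these were removed here.

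After this step, the TPM values of rows with the same symbol were summed, which left 16992 genes. More than 1 row was present for 438 symbols, and 88 symbols had a different number of rows between libraries. The calling rule is that of the paper: a TPM value higher than 2 in the anesthetized state (upregulated) or control state (downregulated) and a difference of more than 2-fold from the respective control, without a pseudocount. The number of genes with TPM values higher than 2 was 9531, 9474, 9572, and 9695 in the order given above. Depth was derived from the median ratio of FPKM to coverage. Between 96.3% and 96.5% of annotated rows with a coverage higher than 1 were within 0.2% of this ratio, and the others had higher ratios. The files used here give no read counts, and the precision of single values is therefore unknown apart from the coverage.

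No test was made, because each condition has 1 library and genes are not replicates. Overlaps of gene lists were set beside the number shared by independent lists among genes with a TPM value high enough to pass with both agents. Unchanged libraries were simulated in 100 draws from the difference between the 2 controls at similar expression, and each was compared with the real controls. R2 was calculated from linear fold changes across the genes printed in Fig 1D and Fig 2D, whose symbols were read from the pictures by eye. Median log2 changes of gene lists were calculated with a pseudocount of 1 TPM and placed among 10000 random lists matched on mean expression in 40 classes. The lists were interferon response, MHC class II, T and NK cells, B cells, macrophages, neutrophils, all leukocytes, pancreatic acinar cells, erythroid cells, hepatocytes, stellate and fibroblast cells, endothelial cells, cholangiocytes, circadian clock, amino acid stress (ATF4) targets, genes induced by fasting, genes induced by feeding, and drug-metabolizing enzyme families. They were fixed before the data were examined but after S1 Table had been seen. The leading-edge genes of S2 Table were matched to rat symbols by letter case.

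Genes named in the text are those the paper names, the genes printed in Fig 1D and Fig 2D, the 5 largest fold changes for each agent and direction among genes with TPM values higher than 2 in both libraries, and the 3 most abundant (by mean TPM over the 4 libraries) and the extreme members of the lists. Other genes are marked as named after their values were seen. The values of some genes under this rule are not reported here. The gene sets of GO, KEGG, and Reactome were not used here, and the GO analyses and GSEA were not repeated. Alternatives covered the TPM limit, the fold limit, a pseudocount, median-of-ratios scaling, removal of rRNA genes, FPKM in place of TPM, rows counted separately, no length filter, a coverage limit, and the choice of control. After the removal of rRNA genes, the remaining TPM values of each library were rescaled to the same sum.

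Calculations were made with Python 3.11.15, numpy 2.4.6, and pandas 2.3.3. The calling rule was tested on simulated data for both comparisons, each with 16992 genes of which 200 were changed 4-fold with little noise, and 200 of these genes were recovered with 0 false calls.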

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

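All tests in this part were chosen after the results had been seen, apart from the share of downregulated genes that were also more than 2-fold lower in the desflurane control. No difference between the agents or between the controls was tested against replicates, since each condition has 1 library.

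Pancreatic acinar transcripts were present in the sevoflurane control, outside the genes that the paper discusses. The summed TPM value of 27 acinar genes was 82.5 in that library, compared with 20.0 after 6 hours of sevoflurane, 18.3 in the desflurane control, and 20.1 after 6 hours of desflurane. Without *Cela1* and *Cpb1*, which exceeded 1 TPM in another library, the sums were 53.8, 1.25, 2.42, and 2.34. A level common to control livers that sevoflurane represses is argued against by the desflurane control, whose sum was 18.3. Pancreatic tissue in the sevoflurane control sample is a candidate explanation. Among the acinar genes with a TPM value higher than 0.5 in a library, 16 are not in S1 Table, and all 16 were highest in the sevoflurane control. The median log2 change of the list was -1.12 with sevoflurane and 0.00 with desflurane, and 11 acinar genes were among those downregulated by sevoflurane. Abundant members included *Cela1* (22.8 in the sevoflurane control), *Ctrb1* (8.94), *Prss1* (6.58), and *Cpb1* (5.91).

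MHC class II genes had medians of opposite sign with the 2 agents, with a log2 change of -1.30 with sevoflurane and 0.23 with desflurane. The desflurane median was at percentile 90.6 of random lists, and it was -0.14 with the mean of the 2 controls and -0.43 with the sevoflurane control, so its direction depends on the control used. The difference was not tested. The different levels of the 2 controls are not the whole cause, since the desflurane library was higher than the sevoflurane library after 6 hours by a median of 0.84, at percentile 100 of random lists. Variation between single livers cannot be told apart from an effect of the agents, because the 2 control livers, with less than 1 minute of anesthesia, already differed by a median of -0.69. An effect of the agent on these genes or on the cells that express them stays open and was not tested.

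Amino acid stress (ATF4) target genes increased with sevoflurane by a median log2 change of 1.14 and decreased with desflurane, with a median of -0.33. The difference was not tested. Sevoflurane upregulated 12 of the 19 genes, and desflurane upregulated 1 and downregulated 3. S1 Table contains 11 of them. The most abundant members were *Cth* (log2 change of -0.96 with sevoflurane and -0.42 with desflurane), *Shmt2* (0.33 and -0.31), and *Atf4* (0.78 and -0.33). The scaling of the TPM values is argued against as the cause, since the sevoflurane median was 1.09 after median-of-ratios scaling. The levels of the controls are argued against as the whole cause by the direct comparison of the libraries after 6 hours, in which desflurane differed from sevoflurane by a median of -0.90. The controls differed by a median of 0.25, and with 1 liver per condition, variation between single livers cannot be told apart from an effect of sevoflurane. The desflurane median was 0.11 against the sevoflurane control, so a decrease with desflurane depends on the control used.

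The direction was opposite with the 2 agents for 31 genes, of which 18 were upregulated by sevoflurane and 13 by desflurane. The difference was not tested. In 26 of these genes, the 2 controls themselves differed more than 2-fold, and 3 of the 31 are rRNA genes. With the mean of the 2 controls for both agents, the number was 2. Levels shared by the sevoflurane control and the 6 hour desflurane rat for reasons other than anesthesia cannot be told apart from chance between single livers. These libraries were set apart from the other 2 by 19 genes, 14 genes set the sevoflurane libraries apart from the desflurane libraries, and 74 genes set the 6 hour libraries apart from the controls. Independent lists would hold 9.67 genes in opposite directions on average, and unchanged simulated libraries gave a median of 25.

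The 2 control livers differed more than 2-fold in 228 genes, a comparison that the paper does not report. Of the genes downregulated by sevoflurane, 55 were also more than 2-fold lower in the desflurane control, and 48 of the genes downregulated by desflurane were more than 2-fold higher in that control than in the sevoflurane control. A high level in the sevoflurane control alone could account for some of the downregulated genes. The share also more than 2-fold lower in the desflurane control was 17.1%, compared with a median of 36.5% (range 27.9 to 48.8) for unchanged simulated libraries. The observed share lay below all 100 draws, which rest on the difference between the same 2 controls. This argues against a high level in the sevoflurane control alone as the cause of the whole list. Which genes of the list it accounts for cannot be told, since each condition has 1 library. As the whole cause of the genes changed by both agents, variation between single livers is argued against, since 90 genes changed in the same direction and 31 in opposite directions.

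Circadian clock genes differed between the 2 controls, with a median log2 change of -0.42 for the desflurane control relative to the sevoflurane control, at percentile 0 of random lists. The paper states that all rats were sacrificed at about the same time of day. The scaling of the TPM values would move all clock genes alike, and it is argued against because *Arntl*, *Npas2*, *Clock*, and *Nfil3* had a median of 0.43 while the 9 genes around *Dbp* had a median of -0.64. A different clock phase of the 2 control rats at sampling is a candidate explanation, with 8 of the 9 *Dbp* group genes lower and 0 of the 4 *Arntl* group genes lower. The median of the clock list was -0.07 with sevoflurane and 0.40 with desflurane, and 1 and 4 clock genes were upregulated, respectively. With sevoflurane, the median was -0.73 for the *Arntl* group (3 of 4 lower) and -0.06 for the *Dbp* group (5 of 9 lower). With desflurane, these medians were -0.50 (4 of 4 lower) and 0.75 (1 of 9 lower). Both desflurane changes ran against the difference between the controls and cannot be separated from it. The *Arntl* group was higher in the desflurane control, so the control levels do not account for its decrease with sevoflurane. With 1 liver per condition, variation between single livers cannot be told apart from an effect of sevoflurane.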

How the results depend on the processing

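The alternatives were set before the data were examined, except for leaving out symbols with differing rows and leaving out *Igfbp2*, which were chosen after seeing the data. No paired analysis was possible because each condition has 1 library. Where a value moved, the cause was not tested. Exceptions are limits that by their construction pass fewer or more genes, and scalings that move all fold changes of an agent alike.

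Counts are given in the order upregulated by sevoflurane, by desflurane, and by both, then downregulated by sevoflurane, by desflurane, and by both, with the main values of 218, 275, 59, 322, 146, and 31. Without a TPM minimum, they were 1153, 1365, 364, 1287, 979, and 253, with a TPM limit of 10 they were 107, 157, 38, 133, 76, and 19, and with a TPM limit of 5 the number downregulated by sevoflurane was 196. With a fold limit of 1.5, the counts were 783, 1020, 253, 788, 419, and 131, and with a fold limit of 3 they were 65, 90, 19, 130, 44, and 7. FPKM values gave 124, 152, and 39 upregulated genes, and a pseudocount of 1 TPM gave 142 upregulated by sevoflurane. The limit of 2 was applied to FPKM values unchanged. These are generally lower than the TPM values of the same genes, so the limit is stricter and passes fewer genes. In another alternative, 4 rRNA genes were removed, as no gene on the mitochondrial chromosome was present. The remaining TPM values of each library were then rescaled to the same sum. This gave 221 genes downregulated by desflurane, including 143 of the 146 of the main rule. Removal by itself can only lower this count, so the added genes come from the rescaling. The mean of the 2 controls gave 65 downregulated by both. Under all other alternatives run, each of these 6 counts was within 1.5 times its main value. All 193 and 197 genes upregulated after median-of-ratios scaling were among those upregulated without it. The downregulated genes then numbered 362 and 196 and included all 322 and 146 of the main rule. Both follow from the scaling, which lowered all fold changes of an agent by the same factor.

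The number of genes in opposite directions, 31, was 50, 18, 14, and 479 with TPM limits of 1, 5, 10, and none, 123 and 9 with fold limits of 1.5 and 3, 20 with a pseudocount of 1 TPM, 17 with FPKM, and 2 with the mean of the 2 controls. The number differing between the controls, 228, was 353, 122, 90, and 2014 with the same TPM limits, 775 and 90 with the fold limits, 150 with the pseudocount, and 136 with FPKM. This comparison has no value for another choice of control. The upregulated genes kept with the control of the other agent were 117 of 218 for sevoflurane and 125 of 275 for desflurane, and the downregulated genes kept were 136 of 322 and 57 of 146.

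The R2 of the genes in Fig 1D was 0.116 with log2 fold changes, 0.993 with the mean of the 2 controls, 0.973 with the control of the other agent, and 0.978 with a pseudocount of 1 TPM. Without *Cyp2b1*, it was 0.0533, 0.287, and 0.112 for the first 3 of these, and 0.0500 without *Igfbp2* as well. The R2 of the genes in Fig 2D was 0.0258, 0.141, 0.0886, and 0.133 in the order of the first sentence. Median-of-ratios scaling multiplies all fold changes of an agent by the same factor and cannot change R2.

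For the immune and drug-metabolizing enzyme lists, medians that moved by more than 1 SD of random lists were as follows. With the control of the other agent, the sevoflurane medians were -0.54 for interferon response, -0.56 for MHC class II, -0.35 for B cells, -0.32 for macrophages, -0.34 for all leukocytes, and 0.13 for drug-metabolizing enzymes, and the desflurane medians were -0.69, -0.43, -0.50, -0.17, -0.33, and 0.15, with -0.18 for T and NK cells. With the mean of the 2 controls, sevoflurane medians were -0.78 for interferon response, -0.96 for MHC class II, -0.60 for macrophages, -0.54 for all leukocytes, and 0.073 for drug-metabolizing enzymes, and desflurane medians were -0.53 for interferon response, -0.14 for MHC class II, -0.083 for T and NK cells, -0.18 for B cells, -0.063 for macrophages, -0.13 for all leukocytes, and 0.20 for drug-metabolizing enzymes. Median-of-ratios scaling moved the desflurane medians to -0.46, 0.10, -0.065, -0.14, and 0.13 for interferon response, MHC class II, macrophages, all leukocytes, and drug-metabolizing enzymes. A pseudocount of 0.1 TPM moved sevoflurane medians to -1.18 for interferon response, -1.64 for MHC class II, -0.86 for T and NK cells, -1.10 for B cells, and -0.78 for all leukocytes, and desflurane medians to -0.42 for interferon response and 0.31 for drug-metabolizing enzymes. With members of mean TPM higher than 1, sevoflurane medians were -1.01 for interferon response, -0.88 for T and NK cells, and -0.91 for B cells, and desflurane medians were -0.081 for T and NK cells and 0.33 for drug-metabolizing enzymes. The sevoflurane medians of the 6 immune lists were below 0 under all 5 alternatives. Of 30 medians of the other lists, 9 moved by more than 1 SD or were reversed with a pseudocount of 0.1 TPM, 8 with members of mean TPM higher than 1, 11 with median-of-ratios scaling, and 25 with either other choice of control.

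Among medians outside the central 95% of random lists, directions were reversed with the control of the other agent for ATF4 targets with desflurane (0.11), genes induced by feeding with sevoflurane (-0.015), and the leading-edge genes of S2A Table with sevoflurane (0.28). Medians inside that range changed sign as well under this choice, namely the desflurane medians of MHC class II, T and NK cells, and macrophages given above, and the sevoflurane medians of hepatocytes (0.029), cholangiocytes (-0.18), and clock genes (0.40). With members of mean TPM higher than 1, the desflurane median of the leading-edge genes of S2C Table was 0.012, on the other side of 0 from its main value. Single genes were followed if the paper names them, if Fig 1D or Fig 2D prints them, or if they had the 5 largest changes. Among their fold changes past the 2-fold limit, those reversed with the control of the other agent were *Wfdc21* (0.242 with sevoflurane and 2.03 with desflurane), *Upp2* (2.71 with sevoflurane), *Lcn2* (0.688 and 1.72), *Cyp4a2* (0.802 and 1.03), and *Abcg8* (0.928 with desflurane). Changes within the limit were not counted, such as that of *Fgf21* with desflurane. *Fgf21* fell from 41.3 in the desflurane control to 24.5, but the sevoflurane control was at 12.2, so its direction depends on the control. With the mean of the 2 controls, *Wfdc21* was reversed with sevoflurane (0.470). Among 148 fold changes of named genes, 96 were past the 2-fold limit. With median-of-ratios scaling 6 of these fell within the limit and 1 other passed it, with a pseudocount of 1 TPM 13 and 0, with the mean of the 2 controls 22 and 8, and with the control of the other agent 30 and 16.

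Depth limits the genes near the TPM minimum. TPM values in the higher library were below 5 for 71 and 77 of the upregulated genes and for 126 and 43 of the downregulated genes with sevoflurane and desflurane. With a coverage of at least 1 in both libraries, 204 and 261 genes were upregulated and 276 and 132 were downregulated.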

Differences from the paper's values

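None of the counts and R2 values compared with the paper's differed by more than 1.5 times under the main setting. The paper gives the number of genes upregulated by sevoflurane as 201 in its text and as 210 in the legend of S1 Fig, and 218 were obtained here. For desflurane, the paper's value is 282 and 275 were obtained here. For downregulated genes, the paper's values are 329 and 141, and 322 and 146 were obtained here. The numbers of shared genes, 59 and 31, match those of the paper. Among the alternatives set before the data were examined, counting rows separately gave 221, 284, 325, and 145 genes with 60 and 30 shared.

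The R2 of the xenobiotic genes was 0.937 here, and the paper's value is 0.9371.

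For the genes of Fig 2D, the paper states that none was clearly activated by desflurane and that many were reduced. Of the 23 genes, 17 were lower with desflurane and 6 were higher, and by this tally the statement holds for most genes.

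Of the symbols in S1 Table found in the files, 27 were not called here. Counting rows separately called 13 of them, all of them among the 15 away from the 2-fold limit. A fold limit of 1.5 called 14, median-of-ratios scaling called 9, FPKM values called 7, the control of the other agent called 4, and the mean of the 2 controls called 3. Conversely, *Ctrb1*, *Pnlip*, *Prss1*, *Prss3*, and *RGD1562844* passed the rule for downregulation by sevoflurane here and were not found in S1 Table. All 5 are listed at 0 after 6 hours of sevoflurane, and these genes were named after their values were seen.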

Other observations

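All tests in this part were chosen after the results had been seen.

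The rRNA genes differed between libraries. *Rn18s* was 3.99-fold higher in the desflurane control than in the sevoflurane control, *Rn28s* was 2.88-fold higher, and *Rn45s* was 3.27-fold higher. These genes were 2.57-fold, 2.04-fold, and 2.25-fold higher after 6 hours of sevoflurane and 5.40-fold, 3.54-fold, and 3.89-fold lower after 6 hours of desflurane. The controls, both sampled after less than 1 minute, differed by more than the 2 sevoflurane libraries and by less than the 2 desflurane libraries, and uneven removal of rRNA during library preparation is a candidate explanation. Which of the kits named by the paper and the labels was used is not known from these data. No biological explanation was tested.

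Of the 15 symbols in S1 Table that were not called here and were away from the 2-fold limit, 13 (86.7%) had a different number of rows between libraries, compared with 0.518% of all symbols. Rows of duplicated genes that StringTie merged in some libraries and kept separate in others could therefore account for their presence in S1 Table. The 2 other symbols were *B9d1* and *Uchl3*, named after their values were seen. No biological explanation was tested.

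The protocadherin alpha genes had nearly the same TPM value within each library. Among 14 of the 15 genes, the highest value was 1.09 times the lowest in the sevoflurane control, 1.47 times after 6 hours of sevoflurane, and 1.07 times in both desflurane libraries. Reads on exons shared by the cluster, counted for each gene, may explain the common change. Their level was between 3.45 and 3.95 TPM in the desflurane libraries and between 0.473 and 0.693 TPM after 6 hours of sevoflurane, and an effect of sevoflurane on the cluster stays open and was not tested.

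Interferon response genes were lower with sevoflurane than with desflurane relative to the respective controls. Compared directly, the library after 6 hours of desflurane was higher than that of sevoflurane by a median log2 difference of 0.16, at percentile 97.1 of random lists, whose central 95% ranged from -0.04 to 0.16. The different levels of the 2 controls, with a median of -0.39 between them, cannot be told apart from a difference between the agents by this value, which lies at the edge of that range. Abundant members included *Ifi27* (log2 change of -0.09 with sevoflurane and -0.10 with desflurane) and *Bst2* (-0.14 and -0.33).

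Genes induced by fasting increased with desflurane by a median log2 change of 1.09 and with sevoflurane by 0.24, and 14 and 4 of the 20 genes were upregulated, respectively. With the control of the other agent, the medians were 0.94 and 0.78, so the size of the contrast between the agents depends on the control. The levels of the controls are argued against as the whole cause, since the desflurane library was higher than the sevoflurane library after 6 hours by a median of 0.45, at percentile 100 of random lists. The controls differed by a median of -0.22, and with 1 liver per condition, variation between single livers cannot be told apart from an effect of the agents. A longer time without food in the rats anesthetized for 6 hours could contribute, but genes induced by feeding, of which desflurane downregulated 6 of 17 and sevoflurane 1, had a median of 0.010 with desflurane (-0.12 after median-of-ratios scaling) and 0.36 with sevoflurane. As the genes induced by feeding went both ways, with 10 higher and 7 lower with desflurane, time without food and an effect of desflurane cannot be told apart. Abundant members of the fasting list included *Pck1* (-0.14 with sevoflurane and 1.20 with desflurane) and *Tat* (0.99 and 0.18).

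Other lists gave the following medians. Erythroid genes had a median log2 change of -0.42 with sevoflurane and -0.46 with desflurane, at percentiles 0.0600 and 0 of random lists, and a median of -0.46 between the controls. Stellate and fibroblast genes had medians of 0.46 and 0.17, cholangiocyte genes 0.21 and -0.25, and neutrophil genes -0.19 with desflurane. Hepatocyte and endothelial genes had medians of 0.18 and 0.14 with desflurane.

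After 6 hours, 271 genes were higher and 115 were lower in the desflurane library than in the sevoflurane library by more than 2-fold. The median log2 difference over the 9136 genes with TPM values higher than 2 in all 4 libraries was 0.06 in this comparison and -0.03 between the controls.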
